# Assessment and site-specific manipulation of DNA (hydroxy-)methylation during mouse corticogenesis

**DOI:** 10.26508/lsa.201900331

**Published:** 2019-02-27

**Authors:** Florian Noack, Abhijeet Pataskar, Martin Schneider, Frank Buchholz, Vijay K Tiwari, Federico Calegari

## Abstract

Dynamic changes in DNA (hydroxy-)methylation are fundamental for stem cell differentiation. However, the signature of these epigenetic marks in specific cell types during corticogenesis is unknown. Moreover, site-specific manipulation of cytosine modifications is needed to reveal the significance and function of these changes. Here, we report the first assessment of (hydroxy-)methylation in neural stem cells, neurogenic progenitors, and newborn neurons during mammalian corticogenesis. We found that gain in hydroxymethylation and loss in methylation occur sequentially at specific cellular transitions during neurogenic commitment. We also found that these changes predominantly occur within enhancers of neurogenic genes up-regulated during neurogenesis and target of pioneer transcription factors. We further optimized the use of dCas9-Tet1 manipulation of (hydroxy-)methylation, locus-specifically, in vivo, showing the biological relevance of our observations for *Dchs1*, a regulator of corticogenesis involved in developmental malformations and cognitive impairment. Together, our data reveal the dynamics of cytosine modifications in lineage-related cell types, whereby methylation is reduced and hydroxymethylation gained during the neurogenic lineage concurrently with up-regulation of pioneer transcription factors and activation of enhancers for neurogenic genes.

## Abstract (precis)

This work describes the dynamics of DNA modifications in specific cell types of the developing mammalian cortex. By providing a new method to manipulate this process in vivo, it is shown how this process can influence brain formation.

## Introduction

During embryonic development of the mammalian brain, neural stem and progenitor cells progressively switch from proliferative to differentiative divisions to generate neurons and glia that populate the cortical layers. This switch ultimately controls cortical thickness and surface area during development and evolution and is important for better understanding the molecular cell biology of somatic stem cells and their potential use in therapy (LaMonica et al, 2012; Southwell et al, 2014; Taverna et al, 2014). Although it is increasingly clear that cell fate commitment involves a massive rewiring of gene expression programs, the epigenetic mechanisms underlying these changes are yet to be fully understood.

Specifically, before neurogenesis, radial glial, neural stem cells populating the ventricular zone (VZ) undergo symmetric, proliferative divisions that exponentially expand their number over time. With development, an increasing proportion of radial glial cells switches to asymmetric, differentiative divisions to generate basal, intermediate progenitors that leave the VZ to form the subventricular zone (SVZ) (Lui et al, 2011; Taverna et al, 2014). Although the majority (∼80%) of basal progenitors are soon consumed to generate neurons, a subpopulation remains that undergoes a few rounds of symmetric proliferative divisions to expand their pool within the SVZ (Lui et al, 2011; Taverna et al, 2014). As a result, both proliferative progenitors (PPs) and differentiative progenitors (DPs) coexist as intermingled populations in the two germinal zones of the mammalian VZ and SVZ, whereas neurons are added to the cortical layers.

Understanding the switch from proliferation to differentiation of neural progenitors, thus, requires the identification of PP from DP and neurons. To this end, our group has previously characterized a double reporter mouse line that allowed the isolation of DP and neurons by the expression of *Btg2*^RFP^ and *Tubb3*^GFP^, respectively, and of PP by the lack of both reporters (Aprea et al, 2013). This approach led to the identification of genes transitorily up- or down-regulated specifically in DP relative to both PP and neurons and, thus, identifying the functional signature to neurogenic commitment (Aprea et al, 2015; Aprea et al, 2013; Artegiani et al, 2015; de Jesus Domingues et al, 2016). To further decipher the regulatory mechanisms underlying changes in gene expression, we here decided to characterize the epigenetic signature of PP, DP, and neurons and its role in cortical development.

In recent years, epigenetic modifications have emerged as a key mechanism regulating gene expression during differentiation of embryonic and adult neural stem cells (Hirabayashi & Gotoh, 2010; Smith & Meissner, 2013; Yao et al, 2016). Among these, modification of DNA, in particular cytosine methylation and hydroxymethylation, was shown to be critical for cell fate change in the developing and adult mammalian brain (Koh & Rao, 2013; Smith & Meissner, 2013; Schubeler, 2015; Stricker & Götz, 2018). For example, deletion of methyltransferases (*Dnmt1* or *3a*) impaired neuronal differentiation resulting in a reduced number of neurons (Fan et al, 2005; Nguyen et al, 2007; Wu et al, 2010). Similarly, manipulating the ten-eleven translocation genes (*Tet1* or *3*), which encode enzymes oxidizing 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) driving demethylation (Tahiliani et al, 2009; He et al, 2011), led to altered corticogenesis (Hahn et al, 2013), neuronal death (Xin et al, 2015), aberrant circuitry formation (Zhu et al, 2016), impaired adult neurogenesis, and reduced cognitive performance (Kaas et al, 2013; Rudenko et al, 2013; Zhang et al, 2013). However, as these attempts to manipulate DNA methylation were limited to systemic genetic deletions or pharmacological treatments causing genome-wide changes, they failed to provide functional information with regard to locus-specific effects. Moreover, current efforts to understand the dynamic changes in (hydroxy-)methylcytosine during brain development have so far been limited to in vitro models of neurogenesis or bulk tissues (Stadler et al, 2011; Hahn et al, 2013; Lister et al, 2013; Mo et al, 2015; Ziller et al, 2015; Jaffe et al, 2016).

To fill these gaps and decipher the role of DNA (de-)methylation during brain development, systems are required that allow the (i) identification of 5mC and 5hmC (together referred to as 5(h)mC) patterns in specific cell types, rather than whole tissues, during neurogenesis and (ii) efficient manipulation of DNA (hydroxy-)methylation in a locus-specific, rather than systemic, manner for which approaches with varying efficiency were recently described (Liu et al, 2016; Morita et al, 2016). In this work, we achieved both providing the first cell type–specific resource of 5(h)mC patterns in PP, DP, and neurons. This revealed that a commitment to neurogenesis in DP is characterized by an increase in 5hmC within enhancers of neurogenic genes and resulting in the subsequent loss in 5mC in their neuronal progeny. We also found that these changes correlated with the (i) acquisition of histone marks characteristic of open chromatin, (ii) up-regulation and putative binding of basic helix-loop-helix (bHLH) pioneer transcription factors, and (iii) activation of their nearby neurogenic genes. Finally, we optimized the use of dCas9-Tet1 to achieve the locus-specific manipulation of (hydroxy-)methylation in developing mouse embryos and provided one example of the potential biological relevance of our observations for one candidate 5(h)mC-dependent regulator of neurogenesis involved in neurodevelopmental malformations and mental retardation: *Dchs1*.

## Results

### Cell-specific assessment of 5(h)mC identifies the bivalent epigenetic signature of enhancers during neurogenic commitment

To characterize the signature of DNA (hydroxy-)methylation during corticogenesis, we FAC-sorted PP, DP, and neurons from *Btg2*^RFP^/*Tubb3*^GFP^ mice by their combinatorial expression of the two fluorescent reporters (RFP−/GFP−, RFP+/GFP−, and GFP+ irrespective of RFP, respectively) (Aprea et al, 2013). Mice at the embryonic (E) day 14.5 were chosen as a stage at mid-corticogenesis, that is, when the three cell types were similarly abundant. We next generated genome-wide maps of both 5mC and 5hmC by adapting a comparative immunoprecipitation protocol (Tan et al, 2013) by which DNA from different cell types were barcoded, mixed, and immunoprecipitated together considerably reducing experimental variability among samples. Antibodies against 5mC or 5hmC were used and single-end sequencing performed in three biological replicates (∼35–60 million unique reads per sample) to cell-specifically assess the (hydroxy-)methylome of each cell type (Figs 1A and S1A).

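The deposited series lists 6 IP and 6 input samples, an IP and an input for each of the 3 cell types and both marks, and does not separate the 3 biological replicates that the paper states. PP were negative for both reporters, DP expressed RFP but not GFP, and neurons expressed GFP, all sorted from the E14.5 cortex. (h)MeDIP pulls down sheared DNA with an antibody against the modified cytosine, and here the barcoded DNA of the cell types was mixed before the pull-down. The authors aligned the reads to mm10 with BWA, called peaks with SICER, merged the peaks found in all replicates and left out those overlapping repeats. Normalized levels and differences between cell types were computed by the authors with DiffBind, using TMM and edgeR. The values below start from the 2 tables in which they deposited the outcome. The 5mC table held 55085 rows with a median peak width of 144 bp, nearest to 14361 genes, and the 5hmC table held 47478 rows with a median width of 164 bp, nearest to 12848 genes. Each row gives a mean log2 level per cell type, a log2 fold and a p-value for each pair of cell types, and the expression of the nearest gene in the same cell types. Neither table gives counts or levels per replicate, so the depth behind each peak is unknown, no spread between replicates can be given, and no sample could be left out. Folds were turned so that a gain in the later cell type is positive, and a locus was counted as changed at an authors' p below 0.05 with a change of at least 1.5-fold.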

**Figure 1.**
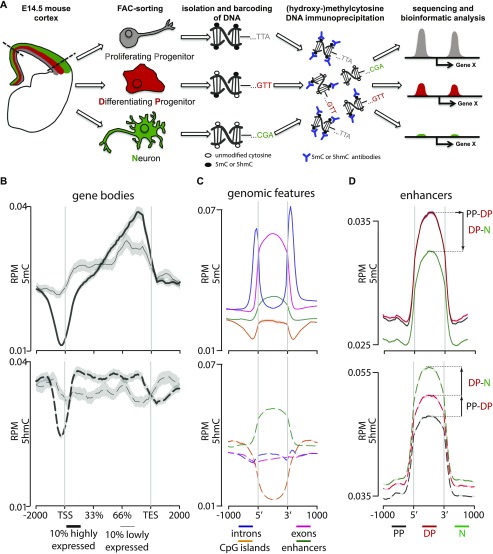
Cell type–specific assessment of 5(h)mC. **(A)** Drawing depicting the strategy of our study with PP, DP, and neurons (color coded in gray, red, and green, respectively, throughout all figures) FAC-sorted from the E14.5 mouse cortex followed by DNA barcoding, mixture, immunoprecipitation, and sequencing. **(B–D)** Distribution and abundance (reads per million = RPM) of 5(h)mC of the ±2,000-bp regions across gene bodies of the top 10% more highly or lowly expressed genes (B; thick and thin lines, respectively); genomic regions (C, as indicated); or enhancers in PP, DP, and neurons (D, as indicated). Note that in this and all other figures, 5mC and 5hmC are consistently depicted as continuous (top) or dashed (bottom) lines, respectively. Values for the three cell types were merged together (B, C) or depicted individually (D). Note the characteristic drop in 5(h)mC at the TSS and TES (B) and the bivalent 5(h)mC signatures within enhancers during neurogenic commitment (D). Gray shadows in B represent the standard error of the mean, which was too small to be visibly depicted in (C, D) because of the much higher number of loci in the latter relative to the former plots.

**Figure S1.**
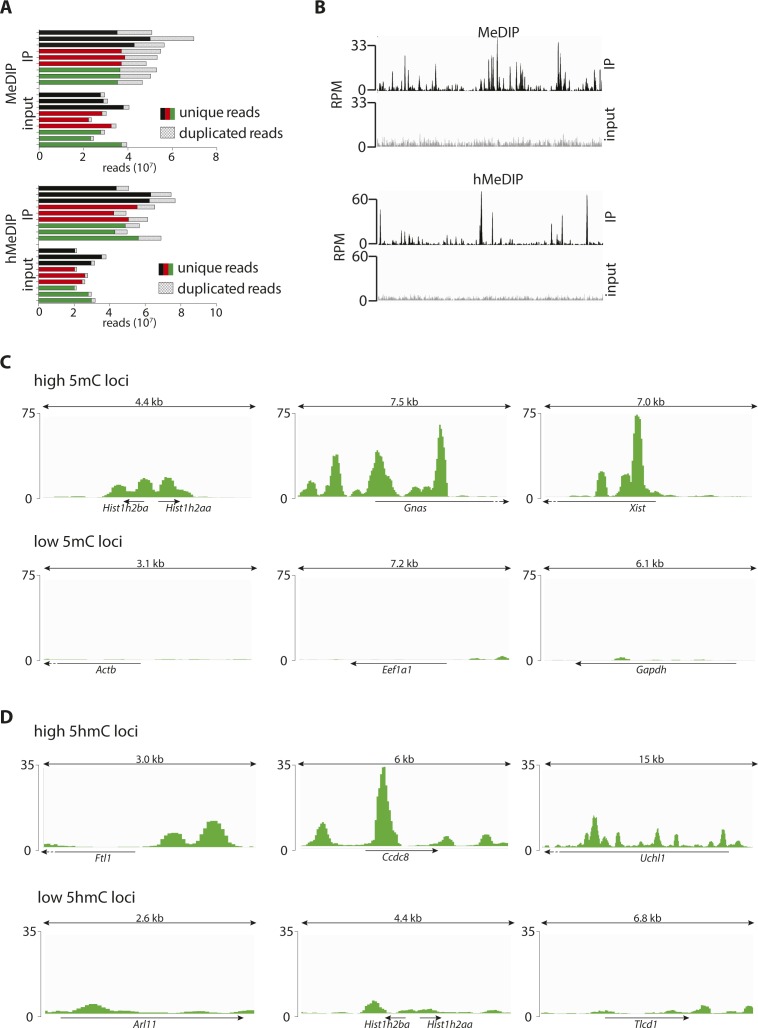
5(h)mC patterns across control loci. **(A)** Number of reads (unique/duplicated as indicated) per biological replicate of PP (black), DP (red), and N (green) upon MeDIP (top) or hMeDIP (bottom). **(B)** Signal distribution across a 1-Mbp region for the merged (all cell types and replicates) immunoprecipitated samples (black) and merged input controls (gray) of MeDIP (top) and hMeDIP (bottom). Note the different peak patterns indicating no detectable cross-reactivity. **(C, D)** Screenshots (IGV browser) of 5mC (C) or 5hmC (D) profiles in neurons (merged triplicates) representing three known examples of high (top) or low (bottom) (hydroxyl)methylated loci. Scale = normalized coverage.

After assessing the quality and specificity of our immunoprecipitation (Fig S1B), we started to validate our approach by merging together PP, DP, and neurons and comparing our data with previous studies performed in cell cultures or bulk brain tissues (Hahn et al, 2013; Oda et al, 2006; Song et al, 2011; Tan et al, 2013; Wen & Tang, 2014). This confirmed the general hyper- or hypo-(hydroxy-)methylation state of previously reported individual loci, including *Xist*, *Hist1h2aa*, *Gapdh*, *Uchl1*, and others, which in all cases showed relative levels of 5(h)mC consistent with previous studies (Fig S1C and D). 

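The tables list peaks only, and Hist1h2aa is the nearest gene of none, so no level can be given for it. For the other control genes, the level of the highest peak nearest to the gene, averaged over PP, DP, and neurons, was ranked among all peaks of that mark. The highest of 3 5mC peaks for Xist, inside the gene and 663 bp from its TSS, had a mean log2 level of 7.64 and stood above 99.3% of the 5mC peaks. The highest of 3 5mC peaks for Hist1h2ba lay 3030 bp downstream and stood above 81.4%, and that of Gnas, inside the gene, stood above 61.6%. The highest 5mC peak of Gapdh lay 7769 bp from its TSS, downstream of the gene, and stood above 94.9% of the peaks, and a 5mC peak inside Actb stood above 59.0%. In 5hmC, the highest peaks of Ccdc8 and Uchl1, both upstream of the genes, stood above 90.2% and 66.0% of the 5hmC peaks, and that of Arl11, 21052 bp upstream, stood above 96.2%. The highest 5hmC peaks of Ftl1 and Actb stood above 16.4% and 7.87%, whereas a peak inside Eef1a1 stood above 98.5%. The paper's panels show neurons only, so these ranks over all cell types are not a like comparison. In neurons the 5hmC levels of the Ftl1 and Actb peaks were 4.82 and 5.11, against a median of 4.75, and that of Eef1a1 was 6.61.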

Next, we assessed the genome-wide distribution of 5(h)mC across gene bodies. In doing so, we also sought to investigate a potential correlation among (hydroxy-)methylation patterns of differentially expressed genes. Toward this, we selected from the expression profile of the same cell types previously reported by our group (Aprea et al, 2013, 2015) the top 10% most highly or lowly expressed genes (FPKM ≥ 2) and plotted the levels of 5(h)mC across the two groups. This confirmed the characteristic (Song et al, 2011; Hahn et al, 2013) drop in 5(h)mC at the transcription start and end sites (TSS and TES) (Fig 1B). In addition, we found that highly expressed genes had lower 5mC levels specifically across their TSS and the first third of the gene body, whereas the inverse correlation was found toward the 3′ end (Fig 1B, top). A similar trend, but limited to a smaller region within the TSS, was detected for 5hmC, whereas, conversely, higher levels correlated with increased expression across other regions of the gene body (Fig 1B, bottom) (similar trends were also observed when analyzing individual cell types, not shown).

Additional analyses of 5(h)mC patterns across several genomic features, including exons, introns, CpG islands, and enhancers (according to Ensembl annotation) of the E14.5 mouse revealed that the most significant enrichment in cytosine modifications, particularly 5hmC, occurred within enhancers (Fig 1C, note that in these coverage-profiles, the variance was too small to be depicted). 

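Enhancers were not analysed here, and the changes were computed over all peaks. The median level of the 5mC peaks was 5.06 in PP, 5.05 in DP, and 4.87 in neurons on the authors' log2 scale, and that of the 5hmC peaks was 4.72, 4.71, and 4.75. The authors' contrasts rescale the levels, and in their folds the median 5mC change was -0.0040 from PP to DP and 0.0056 from DP to neurons, with means of -0.011 and -0.042. For 5hmC the median change was -0.0035 from PP to DP and -0.041 from DP to neurons, whereas the means were 0.075 and 0.066. Scaling by TMM takes most peaks to be unchanged, so medians near 0 cannot decide whether a mark shifted as a whole. The difference of the mean levels from DP to neurons had a median of -0.18 in 5mC and -0.023 in 5hmC.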

Interestingly, whereas these analyses pointed out the distribution of 5(h)mC within genomic features when pulling cell types together, analysis of PP, DP, and neurons individually revealed a general decrease in 5mC and increase in 5hmC during differentiation that were particularly profound within enhancers relative to other regions (Fig 1D and data not shown). Specifically, a loss in 5mC within enhancers was primarily observed in the transition from DP to neurons but not from PP to DP (Fig 1D, top), whereas a constant increase in 5hmC was observed during neurogenic commitment from PP to DP as well as from DP to neurons (Fig 1D, bottom). Knowing that a gain in 5hmC by Tet enzymes is essential for active demethylation at enhancers (Hon et al, 2014; Lu et al, 2014), this suggested that the bivalent epigenetic signature within enhancers of DP, with a gain in 5hmC but not yet a loss in 5mC, potentially represented an initial step in the transition from high 5mC in PP and its subsequent loss in neurons. This in turn implied that neurogenic commitment involves stage-specific, active remodeling of DNA methylation at distal regulatory elements that may have escaped previous analyses of bulk tissues or cell lines. In addition, our data identified DP as a bivalent population defined by levels of 5mC similar to their precursors PP but intermediate in 5hmC between PP and their neuronal progeny.

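To place DP between PP and neurons over all peaks, the loci that differed between PP and neurons were taken from the third pair of cell types in the tables. The 3238 loci with less 5mC in neurons than in PP had a median 5mC level of 4.94 in PP, 4.64 in DP, and 3.51 in neurons, and their median change from PP to DP was 28.6% of that from PP to neurons. The 8189 loci with more 5hmC in neurons than in PP had a median 5hmC level of 3.54 in PP, 4.18 in DP, and 5.03 in neurons, and the corresponding share was 41.3%. These loci were selected on PP and neurons alone, and whether the pair of shares differs by more than the replicate error was not testable without replicate values. The shares use the authors' folds. Between PP and neurons the difference of the mean levels was lower than the fold by 0.17 in 5mC and 0.0060 in 5hmC. The 5mC share therefore depends on this rescaling and would be smaller from the levels.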

### A concurrent loss in 5mC and gain in 5hmC occurs within, or in proximity to, neurogenic genes up-regulated during fate commitment

We then identified the loci whose 5(h)mC levels changed (±50%; *P* < 0.05) in specific cell types. Altogether, this led to ∼25,000 differentially (hydroxy-)methylated loci associated to 11,000 unique genes (nearest TSS) in the PP-DP or DP-neuron transition (Fig 2A and Supplemental Data 1 and 2).

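Counting each peak called in either transition once, the authors' deposited table of 5mC gave 5284 changed loci and that of 5hmC gave 9454, in total 14738 loci nearest to 6900 unique genes. A locus called in both transitions entered these numbers once, and counted per call there were 16759. Of the alternatives, adjusting the p-values by the Benjamini-Hochberg method over the peaks of each mark and transition moved these numbers most, to 3534 loci and 2333 genes.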

**Figure 2.**
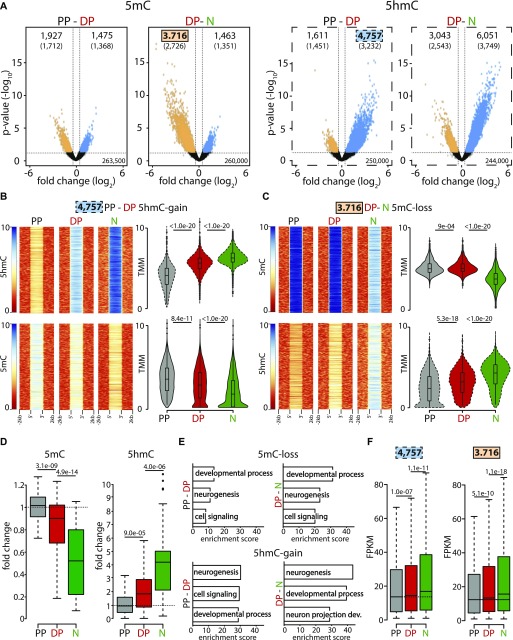
5mC-loss/5hmC-gain loci characterize neurogenic genes up-regulated during fate commitment. **(A)** Volcano plots depicting the loss (orange) and gain (blue) in 5mC (left) or 5hmC (right) from PP to DP and DP to neurons (as indicated). Number of significantly (>50% change, *P* < 0.05) differentially (hydroxy-)methylated loci (top) and nearest genes (parentheses) are indicated. **(B, C)** Heat maps (left) and violin plots (right) representing 5(h)mC levels within a ±2-kb region across differentially (hydroxy-)methylated loci in each cell type (colors, as above) calculated as log_2_(ChIP/control) or trimmed mean of M values (TMM), respectively. In this analysis, 5hmC-gain and 5mC-loss loci identified in DP (4,757) or neurons (3,716), respectively, were first taken as a reference (top panels) and the levels of the converse cytosine modification (i.e., 5mC or 5hmC for B and C, respectively) measured within these very same loci (bottom) revealing the extensive correlation in 5(h)mC changes. **(D)** Whiskers–box plots of 5mC and 5hmC levels (left and right, respectively) calculated for individual cytosines (n = 48) after (oxidative) bisulfite amplicon sequencing of six among all 5mC-loss/5hmC-gain loci (one examples of which is depicted in Fig S2C). Data are plotted as fold change relative to PP. **(E, F)** DAVID-gene ontology term enrichment (top three terms) (E) and expression levels (FPKM) (F) of 5mC-loss and 5hmC-gain loci in the PP–DP and DP–neuron transitions (as indicated). Note the high enrichment, specificity, and consistency of the GO terms and the highly significant change in gene expression throughout the neurogenic lineage. Statistical test = edgeR-modified *t* test (A), Wilcoxon rank sum test (B, C, D and F).

Supplemental Data 1. Tab delimited text containing all MeDIP peaks found in replicates of each cell type which are not overlapping with repetitive sequences. 

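In both tables the deposited fold is the earlier minus the later cell type, as seen by comparing its sign with the mean levels, and all folds given here have the opposite sign. Between PP and DP the difference of the mean levels equalled the fold. In the contrasts with neurons it was lower than the fold by a nearly constant amount in 5mC, -0.18 between DP and neurons and -0.17 between PP and neurons, and differed by 0.018 in 5hmC between DP and neurons. Replacing the fold with the difference of the mean levels moved the ratio of 5mC-loss to 5mC-gain loci in the DP-neuron transition to 3.24. Every row carried an expression value for its nearest gene, with a lowest sum over the cell types of 4.5. The deposited tables held 8 rows of 5mC and 5 of 5hmC that repeat a peak.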

Genomic coordinates are indicated in column 1–; DiffBind enrichment, fold change and *P*-value for PP, DP, and neurons and their transitions, as indicated (4–12); symbol, location, and distance of the peak relative to the TSS of the nearest gene (13–15); and expression levels (Aprea et al, 2013), fold changes, and q-values of PP–DP and DP–neuron transitions of the nearest gene and its full name (16–21).

Supplemental Data 2. Tab delimited text containing all hMeDIP peaks organized as Supplemental Data 1.

Interestingly, our analysis showed that the number of loci losing 5mC (5mC-loss) during the PP-DP (1,927) or DP-neuron (3,716) transition was overall 1.3- and 2.5-fold greater than the number of loci undergoing the converse modification and gain in 5mC (5mC-gain: 1,475 and 1,463 for PP-DP and DP-neurons, respectively) (Fig 2A, left: compare loss versus gain, orange and blue, respectively). 

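By the authors' deposited table, 1225 loci lost and 897 loci gained 5mC from PP to DP, nearest to 1115 and 847 genes. From DP to neurons, 2672 loci lost and 1015 gained 5mC in the authors' deposited table, nearest to 2037 and 955 genes. The ratio of loss to gain was 1.37 (95% confidence interval from 1.25 to 1.49, counting error only) and 2.63 (2.45 to 2.83), and at p-values adjusted over all peaks it was 6.50 from 13 and 2 loci and 19.1 from 515 and 27 loci. The 5mC-loss locus with the smallest p-value from PP to DP in the authors' deposited table lay 24.9 kb upstream of Rasgef1b on chromosome 5 (99277745 to 99277862, mm10), with a log2 change of -1.78 (p = 3.87e-08). For the following transition it lay 1456 bp upstream of Syt3 on chromosome 7 (44382544 to 44382750), where the authors' deposited table gives -5.40 (p = 5.7e-18) and lists neurons at 0.11, the lowest level in the table. The smallest p-values among 5mC-gain loci belonged to a peak inside Skap1 from PP to DP (2.52, p = 1.78e-08) and to one 3.18 kb upstream of Gatsl3 from DP to neurons (1.65, p = 1.01e-05) in the authors' deposited table.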

Concomitantly, a ∼3.0- and 2.0-fold greater number of loci gained 5hmC (5hmC-gain) relative to those losing it (5hmC-loss) during each cellular transition (4,757 versus 1,611 and 6.051 versus 3.043, respectively) (Fig 2A, right: compare loss versus gain, orange and blue, respectively). 

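For 5hmC, the authors' deposited table gave 3003 gained and 893 lost loci from PP to DP, nearest to 2211 and 843 genes. In the DP-neuron transition it gave 5239 gained and 1815 lost loci, nearest to 3280 and 1602 genes, again as called in the authors' deposited table. Gained loci outnumbered lost loci 3.36-fold (3.12 to 3.62) and 2.89-fold (2.74 to 3.04), respectively. With adjusted p-values, 636 gained and 24 lost loci were left from PP to DP, and 2256 and 228 from DP to neurons. The smallest p-values in the authors' deposited table belonged to a locus 28.5 kb upstream of Dusp5 from PP to DP (log2 change of 4.06, p = 8.11e-16) and to a locus inside Lmo7 from DP to neurons (5.09, p = 4.94e-23). Among 5hmC-loss loci they belonged to a peak 3383 bp upstream of Erbb2 (-2.01, p = 9.06e-07) and a peak downstream of Adamts20 (-4.62, p = 4.05e-12) in the authors' deposited table.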

The trend and magnitude of these changes were reminiscent of the bivalent (hydroxy-)methylation signature of DP within enhancers (Fig 1D) with the greatest loss in 5mC occurring primarily during the DP–neuron transition, whereas an increase in 5hmC was similarly abundant during both transitions (Fig 2A). In addition, the overall >2-fold greater abundance in 5mC-loss and 5hmC-gain loci relative to the converse modifications (i.e., 5mC-gain and 5hmC-loss) suggested a functional role for demethylation in neurogenic commitment. However, these trends were insufficient to ascertain whether a loss in 5mC and gain in 5hmC occurred within the same, rather than different, loci and, if so, whether changes occurred at the level of the same, rather than different, cytosines.

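Loci lost 5mC more often than they gained it on 18 of 20 chromosomes from PP to DP and on 19 of 20 from DP to neurons. Gains in 5hmC prevailed on 19 of 20 chromosomes in each transition. The exception from DP to neurons was the X chromosome for both marks, with 6 lost and 33 gained loci in 5mC and 16 gained and 27 lost loci in 5hmC. It was also the exception for 5hmC from PP to DP, with 9 gained and 36 lost loci, whereas in 5mC it had 16 lost and 6 gained loci in that transition. Across the autosomes, the ratio of loss to gain in 5mC ranged from 0.944 to 2.09 from PP to DP and from 1.98 to 3.67 from DP to neurons, and the ratio of gain to loss in 5hmC from 2.52 to 4.83 and from 2.36 to 3.75. Of the loci gaining 5hmC from PP to DP, 1218 (40.6%) gained it again from DP to neurons, whereas of the loci losing 5mC in DP 176 (14.4%) lost it again in neurons and 193 (15.8%) regained it.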

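At an unadjusted p below 0.05, p-values spread evenly between 0 and 1 would place 2.5% of all peaks in each direction, that is 1377 loci in 5mC and 1187 in 5hmC. From PP to DP, the 5mC-loss and 5mC-gain loci were 0.890 and 0.651 times this number, and the 5hmC-gain loci 2.53 times. From DP to neurons, the 5mC-loss loci were 1.94 times and the 5mC-gain loci 0.737 times this number. The 5hmC-gain and 5hmC-loss loci of that transition were 4.41 and 1.53 times it, whereas the 5hmC-loss loci from PP to DP were 0.752 times it. The p-values were not spread evenly, and in 5mC from PP to DP 3.89% of them lay below 0.05 and 56.6% above 0.5. How many calls this threshold passes by chance is therefore not known from these numbers.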

To address the first question, we selected 5hmC-gain loci at the onset of neurogenic commitment in DP (4,757) and assessed within these loci the changes in 5mC (Fig 2B). Conversely, we also tested the inverse correlation after selecting all 5mC-loss loci in neurons (3,716) and measuring within them the levels of 5hmC as before (Fig 2C). 

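The tables hold one level per peak, so 5mC was read at the 5mC peaks that overlap a 5hmC peak by at least 1 bp. There were 6727 such pairs, which included 14.2% of the 5hmC and 12.2% of the 5mC peaks, with a median overlap of 116 bp. Of the 3003 loci gaining 5hmC in DP, 862 (28.7%) overlapped a 5mC peak, and nothing can be said about 5mC in the others. The median 5mC change at these loci from PP to DP was -0.21, against -0.065 in 10000 random lists of shared peaks matched on 5mC level, whose medians ranged from -0.11 to -0.016. None of the lists was as low (two-sided permutation test, p = 0.0002, the smallest that 10000 lists allow; 0.00027 adjusted over 4 such tests). A lower 5mC level in DP than in PP was found at 74.0% of the loci and at 56.2% of all shared peaks. In the DP-neuron transition the median 5mC change at the same loci was -0.62, and over both transitions 90.1% of them had lost 5mC, with a median of -0.83. Restricting the loci to an authors' p below 0.01 moved the first value most, to -0.25. When shared peaks were divided into 10 groups by their 5hmC change from PP to DP, the median 5mC change was -0.0027 in the lowest group and -0.20 in the highest.

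**Figure D1:**
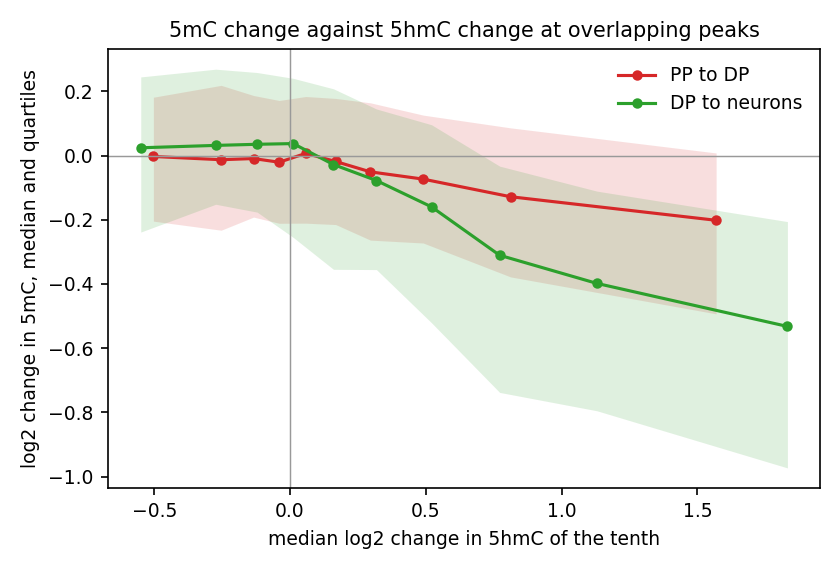
Median 5mC change (log2, y axis) of shared peaks in 10 groups of equal size ordered by 5hmC change (log2, x axis), for each transition, with a shaded band from the 25th to the 75th percentile. From DP to neurons the median 5mC change goes from 0.024 in the lowest group to -0.53 in the highest.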

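Of the 2672 loci losing 5mC in neurons, 942 (35.3%) overlapped a 5hmC peak. Their median 5hmC change from DP to neurons was 0.81, against a median of 0.39 in random lists matched on 5hmC level, and none of the 10000 lists reached it (two-sided permutation test, p = 0.0002, the smallest possible). 5hmC was higher in neurons than in DP at 85.6% of these loci and lower at 14.4%, whereas it was lower at 34.1% of all shared peaks. It had already risen from PP to DP by a median of 0.65, and from PP to neurons by 1.60. The median 5hmC level at these loci was 3.85 in PP, 4.52 in DP, and 5.29 in neurons, while their median 5mC level was 5.07, 4.96, and 3.44.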

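Among the 6727 shared peaks, 96 were called both 5mC-loss and 5hmC-gain from PP to DP where 34.0 would coincide by chance, an odds ratio of 4.22 (Fisher's exact test, two-sided, p = 1.93e-23). They were 11.1% of the shared peaks called 5hmC-gain and 36.2% of those called 5mC-loss. In the DP-neuron transition, 493 coincided against 238 by chance (odds ratio of 4.16, p = 2.37e-83 from the same exact test), which was 29.0% of the 5hmC-gain and 52.3% of the 5mC-loss calls. Between PP and neurons 937 coincided (odds ratio of 8.98), or 77.2% of the 5mC-loss calls. Adjusted over the 6 exact tests of this kind, the p-values were 3.85e-23 from PP to DP and 7.12e-83 from DP to neurons. Spearman's rho between the 5mC and 5hmC changes across shared peaks was -0.17 from PP to DP and -0.37 from DP to neurons. On single chromosomes it ranged from -0.23 to -0.0091 and from -0.47 to 0.089, with 19 of 20 chromosomes negative in the latter transition. Neighbouring peaks are not independent replicates, so no p-value is given for rho. The exact tests treat each shared peak as independent, so their p-values are subject to the same limit and may be too small.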

In both cases, we found a highly significant (*P* < 1 × 10^−20^) negative correlation both at the level of individual loci and mean 5(h)mC values (Fig 2B and C, heat and violin plots, respectively), indicating that in the overwhelming majority of the cases, both modifications occurred concomitantly within the same, 5mC-loss/5hmC-gain, loci. 

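The same comparison was made for the opposite calls. Of the 893 loci losing 5hmC from PP to DP, 76 (8.51%) overlapped a 5mC peak, and their median 5mC change was 0.054 against -0.047 in matched lists (81 of 10000 lists as high, two-sided permutation p = 0.0164). Of the 1015 loci gaining 5mC from DP to neurons, 88 (8.67%) overlapped a 5hmC peak. Their median 5hmC change was -0.084 against 0.15 in matched lists, and no list was as low. Calls of 5mC-gain and 5hmC-loss coincided at 1 shared peak from PP to DP where 0.938 would by chance (odds ratio of 1.07, Fisher's exact test, p = 0.613) and at 2 from DP to neurons where 1.83 would (p = 0.706). Between PP and neurons they coincided at 8 shared peaks where 2.57 would by chance (odds ratio of 3.41, exact test, p = 0.0040, 0.0061 adjusted). With an authors' p below 0.01, neither median stood apart from its matched lists, at -0.035 for 19 loci and 0.13 for 21 loci.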

Showing the specificity of these results, a much weaker, if any, correlation was found among 5hmC-loss (1,611) and 5mC-gain (1,463) loci (Fig S2A and B), indicating that 5mC-loss/5hmC-gain and 5mC-gain/5hmC-loss loci are functionally distinct.

**Figure S2.**
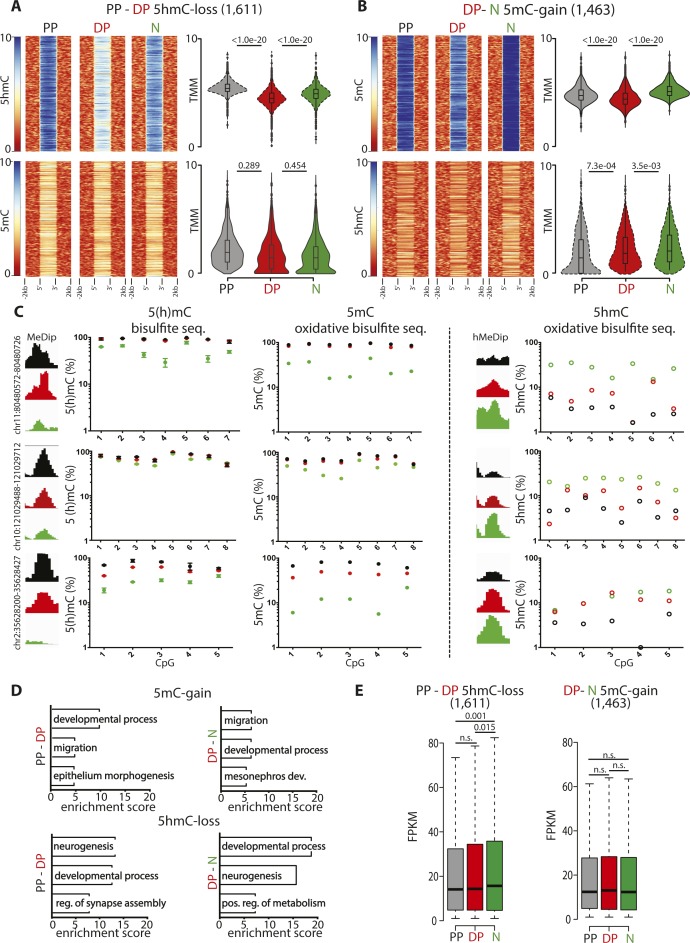
Validation and features of differentially (hydroxy-)methylated loci. **(A, B)** Heat maps (left) and violin plots (right) representing 5(h)mC levels within a ±2-kb region across differentially (hydroxy-)methylated loci in each cell type (colors, as indicated) and equivalent to Fig 2B and C but considering 5mC-gain/5hmC-loss loci in DP (1,611) or neurons (1,463) rather than the converse 5mC-loss/5hmC-gain loci and revealing the specificity in correlation of the latter but not the former modifications. **(C)** Distribution of (h)MeDip reads across selected regions showing differential (hydroxy-)methylation and validation at single-nucleotide resolution by (oxidative) bisulfite amplicon sequencing as indicated by each panel. **(D, E)** DAVID-gene ontology term enrichment (top three) (D) and whiskers–box plots of expression levels (FPKM) (E) of genes containing, or in proximity 5mC-gain/5hmC-loss loci complementary to the converse 5mC-loss/5hmC-gain loci shown in Fig 2E and F and showing the poor GO specificity and lack of correlation. Error bars in (C), left = SD; n = 3. Statistical test = Wilcoxon rank sum test (A, B, and E).

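The paper's Table S1 lists 10 amplicons, of which 7 overlap a peak in the deposited tables, 5 a 5mC peak, 6 a 5hmC peak, and 4 both. At the amplicon upstream of Neurod2, the authors' mean 5mC level was 5.91 in PP, 4.92 in DP, and 2.50 in neurons, and the authors' deposited table gives changes of -0.99 (p = 0.0059) and -2.23 (p = 0.00047). The mean 5hmC level there was 4.57, 5.08, and 3.28, and the change from PP to DP had p = 0.214 in the authors' deposited table. At the amplicon nearest to Wif1, the authors' deposited table gives 5hmC changes of 0.93 (p = 0.0213) and 1.01 (p = 0.0055) and 5mC changes of -0.56 (p = 0.0666) and -0.86 (p = 0.0247). At the amplicon nearest to Gm17566, the authors' deposited table gives 5mC changes of -1.08 (p = 0.0039) and -0.63 (p = 0.144). The 5hmC changes there were 1.00 (p = 0.0356) and 1.62 (p = 0.000245) in the authors' deposited table. The amplicon nearest to Enc1 overlapped a 5mC peak only, whose mean level was 5.06 in PP, 3.55 in DP, and 0.11 in neurons, the lowest level in the table. The amplicons at Cdk5r1 and Tiam1 overlapped 5hmC peaks only, and the one at Tiam1 gained 1.28 from PP to DP (p = 0.0331) in the authors' deposited table. These p-values are unadjusted, and of the changes from PP to DP at the amplicons the smallest p adjusted over all peaks of its mark was 0.167. From DP to neurons the adjusted p was 0.0041 for 5mC at Enc1, 0.0483 for 5mC at Neurod2, and 0.0088 for 5hmC at Gm17566. It was 0.0035 for a 5hmC change of -1.82 at Neurod2 in the authors' deposited table.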

We next selected six among this pool of 5mC-loss/5hmC-gain loci, each containing 5–10 individual cytosines (48 in total) and performed both bisulfite and oxidative bisulfite amplicon sequencing from genomic DNA of PP, DP, and neurons. This was important not only to validate our (h)MeDIP analysis at single-nucleotide resolution but also as a means to investigate whether changes in 5(h)mC occurred at the level of the same cytosines rather than different nucleotides within the same locus. For all six loci, this not only validated the relative levels of 5(h)mC previously assessed by (h)MeDIP but also showed that in essentially all cases (44/48 cytosines; i.e., >90%), a 5mC-loss/5hmC-gain involved the same cytosine residues in subsequent cellular transitions (three examples are shown in Fig S2C). In addition, and confirming previous results, the magnitude of the loss in 5mC from PP to DP, if any, was typically minor (on average ∼10%) and only became substantial from DP to neurons (50% decrease), whereas the magnitude of a gain in 5hmC was more robust and similar (twofold increase) in both cellular transitions (Figs 2D and S2C).

To gain insight into the biological role of loci undergoing differential (hydroxy-)methylation, we next investigated genes associated with 5mC-loss/5hmC-gain loci (nearest TSS). Gene ontology (GO) term analysis revealed a highly consistent and very strong enrichment in neurogenesis-related terms, including as the top three most enriched: *neurogenesis*, *developmental process*, and *cell signaling* (Fig 2E). Highlighting the specificity of 5mC-loss/5hmC-gain loci in neurogenic commitment, genes containing, or in proximity to, loci undergoing the converse modifications of 5mC-gain/5hmC-loss showed less consistent terms with lower enrichment scores and that in some cases were not even specific for neuronal development, such as *mesonephros development* and *metabolism* (Fig S2D). Finally, again taking advantage of the previous assessment of gene expression in PP, DP, and neurons of the E14.5 mouse cortex (Aprea et al, 2013, 2015), we reconstructed the expression levels of transcripts associated with 5mC-loss/5hmC-gain loci finding a highly significant up-regulation in the lineage from PP to DP and reaching the higher expression levels in neurons (Fig 2F). 

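The deposited expression values are those of the nearest gene of each peak, on a scale that the tables do not name. The 2211 genes nearest to loci gaining 5hmC in DP had a median expression of 525.1 in PP, 592.6 in DP, and 664.7 in neurons. Their median log2 change from PP to DP was 0.064, against -0.0011 in 10000 random lists of genes matched on mean expression, none of which was as high (two-sided permutation test, p = 0.0002, the smallest possible; 0.00053 adjusted over 8 lists). At the authors' adjusted p below 0.05, 28.6% of them were up-regulated from PP to DP, against 21.2% of all genes in the table. In the following transition their median change was 0.10. The 2037 genes nearest to loci losing 5mC in neurons had a median expression of 399.6, 497.7, and 546.7, and their median change from DP to neurons was 0.18 against 0.014 in matched lists, again with none as high. The authors' adjusted p called 39.5% of these genes up-regulated, against 32.1% of all genes in that table. The 1115 genes nearest to loci losing 5mC from PP to DP changed by a median of 0.013 in that transition, against -0.013 in matched lists (permutation p = 0.0632, 0.126 adjusted). By the authors' adjusted p, 27.9% of them were up-regulated, against 20.1% of all genes in that table. The 3280 genes nearest to loci gaining 5hmC from DP to neurons changed by 0.14 against 0.031, with none of the lists as high. The change in DP depended most on the distance of the loci, and the 1055 genes with a 5hmC-gain locus outside genes and more than 10 kb from the TSS had a median change of 0.010 (permutation p = 0.0838).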

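The genes nearest to loci gaining 5hmC from PP to DP were divided by whether any peak of the gene was called 5mC-loss. The 1230 genes with no 5mC-loss call in either transition had a median log2 expression change of 0.037 from PP to DP, against -0.0054 in lists matched on expression (21 of 10000 lists as high, two-sided permutation p = 0.0044, 0.0066 adjusted over 6 tests). Their change from DP to neurons, 0.060, did not stand apart (permutation p = 0.253). The 374 genes with a 5mC-loss call in the same transition rose by a median of 0.13 from PP to DP (permutation p = 0.0002, the smallest possible) and changed by 0.033 from DP to neurons (p = 0.959). The 607 genes with a 5mC-loss call from DP to neurons but not from PP to DP rose by 0.076 in the PP-DP transition (permutation p = 0.0012) and by 0.27 from DP to neurons (p = 0.0002). The division is by gene rather than by locus, and takes no account of 5mC outside the peaks or of changes short of the threshold.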

In turn, this indicated that 5hmC-gain alone correlated with increased gene expression even before a loss in 5mC. Conversely, no correlation was detected among genes associated with 5mC-gain/5hmC-loss loci (Fig S2E).

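The 843 genes nearest to loci losing 5hmC from PP to DP had a median log2 expression change of 0.0084 against -0.0049 in matched lists (two-sided permutation p = 0.447). The 955 genes nearest to loci gaining 5mC from DP to neurons had a median change of -0.056 against 0.0029, with 438 of 10000 lists as low (permutation p = 0.0878, 0.140 adjusted over 8 lists). The lower expression of these 955 genes depended on the setting. With each locus counted once its median was -0.073 (permutation p = 0.002), and with lists matched on both expression and the number of peaks the permutation p was 0.0328. For the remaining pair of lists in the opposite direction, the median changes were 0.055 at 5hmC-loss loci from DP to neurons (permutation p = 0.126) and -0.033 at 5mC-gain loci from PP to DP (p = 0.554).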

Altogether, our study revealed the sequential molecular changes in 5(h)mC in consecutive cell divisions during the neurogenic lineage whereby hydroxymethylation is initiated at the onset of fate commitment in DP and resulting in the subsequent loss in methylation in their neuronal progeny. Such 5mC-loss/5hmC-gain was more prevalent in loci annotated as enhancers and located within, or in proximity to, neurogenic genes up-regulated during differentiation, suggesting that active demethylation is a trigger of neurogenesis and establishment of neuronal identity.

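Loci gaining 5hmC lay inside genes more often than other 5hmC peaks. From PP to DP this was 42.0% of them (odds ratio of 1.30, Fisher's exact test, p = 7.5e-11 adjusted over 16 tests) and from DP to neurons 43.7% (odds ratio of 1.43, adjusted p = 1.38e-31), against 36.2% of all 5hmC peaks. Those of the PP-DP transition were within 2 kb of a TSS in 5.16% of cases, less than the 6.63% of all 5hmC peaks (odds ratio of 0.755, exact test, adjusted p = 0.0034). Loci losing 5mC were inside genes about as often as all 5mC peaks, 40.3% and 40.2% in the PP-DP and DP-neuron transitions against 40.2%. Of the converse loci, 33.4% of those losing 5hmC from DP to neurons lay inside genes (odds ratio of 0.880, exact test, adjusted p = 0.0475). The median distance to the TSS was 20.4 kb for all 5mC peaks and 27.2 kb for all 5hmC peaks. From the prevalence of such loci in annotated enhancers and in or near neurogenic genes that are up-regulated during differentiation, the paper proposes that active demethylation acts as a trigger of neurogenesis.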

### 5mC-loss/5hmC-gain loci are enriched in active enhancers and neurogenic pioneer factor–binding motifs

We next inspected the features of 5mC-loss/5hmC-gain loci. Extending our previous analysis at the genome-wide level (Fig 1D), we also confirmed among 5mC-loss/5hmC-gain loci a high enrichment in Ensembl-annotated enhancers (average z-score 41.56; *P* < 0.001). To investigate whether these enhancers were characterized by an active chromatin state, we took advantage of the large depository of ChIP-seq datasets provided by the Encyclopedia of DNA Elements (ENCODE) (Shen et al, 2012). To this end, we overlaid our differentially (hydroxy-)methylated loci with that of histone H3 lysine 27 acetylation (H3K27ac) and/or lysine 4 methylation (H3K4me1) ChIP-seq data as signatures of active and poised enhancers, respectively (Mahe et al, 2017). By specifically selecting data obtained from the E14.5 mouse cerebral cortex as equivalent to our study, we found that 5mC-loss/5hmC-gain loci displayed a sharp increase at their 5′ and 3′ end sites in H3K27ac as well as H3K4me1 levels relative to both 5mC-gain/5hmC-loss and random genomic loci (Figs 3A and S3A).

**Figure 3.**
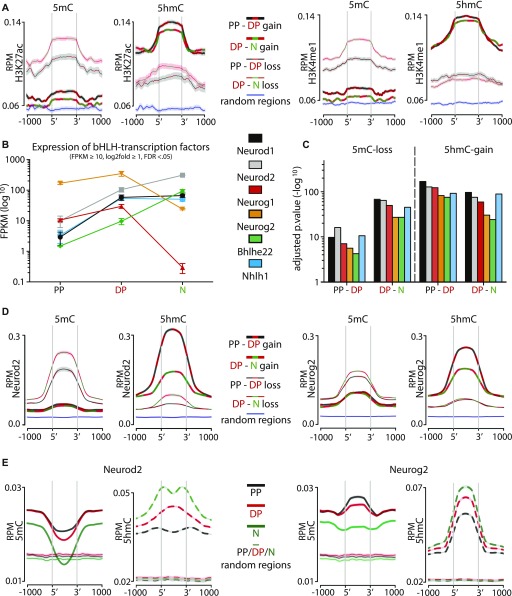
5mC-loss/5hmC-gain loci are enriched in active enhancers and pioneer factor–binding motifs. **(A)** Distribution and abundance (RPM) of active enhancer marks including H3K27ac (left) or H3K4me1 (right) as depicted across a ±1-kb region of loci undergoing differential (hydroxy-)methylation. For these plots, all eight possible combinations were considered, namely, gain (thick lines) or loss (thin lines) in 5mC (left) or 5hmC (right) in the PP–DP (black/red lines) or DP–neuron (red/green lines) transition as well as random loci as negative controls (blue lines). Note the increase in both histone marks sharply at the 5′ and 3′ end of 5mC-loss/5hmC-gain, but not 5mC-gain/5hmC-loss, loci (heat maps are also shown in Fig S3A to appreciate individual loci). ChIP-Seq data for H3K27ac and H3K4me1 from the E14.5 mouse cortex were taken from the ENCODE project (Shen et al, 2012). Shadows represent the variance (SD) of the mean that in some cases was too small to be visibly depicted. **(B, C)** Expression levels (FPKM) of bHLH transcription factors up-regulated from PP to DP (B), and enrichment values of their binding motifs within 5mC-loss/5hmC-gain loci (C) (top five motifs are shown in Fig S3B). **(D)** Distribution and abundance (RPM) of Neurod2 and Neurog2 ChIP-Seq reads across a ±1-kb region including loci undergoing any of the eight possible combinations of differential (hydroxy-)methylation depicted as in A and including random loci as negative control (variance was too small to be depicted). **(E)** Converse analysis as in (D) with distribution and abundance (RPM) of 5(h)mC reads of PP (black), DP (red), N (green) plotted across Neurod2 (left)– and Neurog2 (right)–binding sites (bold) and random regions as negative control (left and right; thin lines).

**Figure S3.**
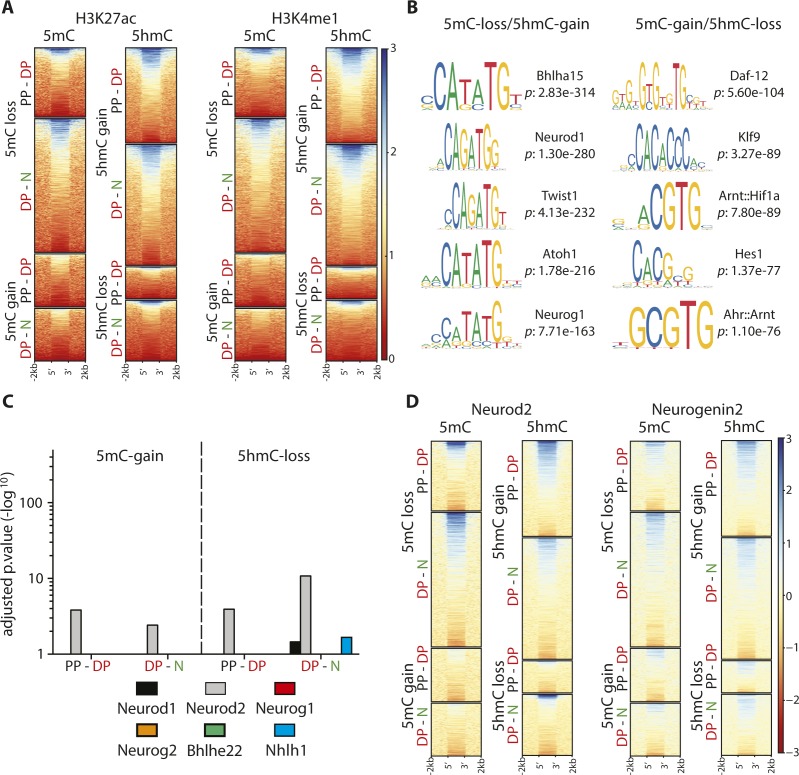
Binding motifs and enrichment of transcription factors. **(A, D)** Heat maps of H3K27ac and H3K4me (A) and Neurod2 and Neurog2 (D) levels within 5mC-loss/5hmC-gain loci extending the analysis of median levels depicted in Fig 3A and D and showing the extensive correlation in the two types of epigenetic modifications and transcription factors binding, respectively. **(B, C)** Top five most significantly (hypergeometric test) enriched transcription factor–binding motifs within loci undergoing differential (hydroxy-)methylation (B) and their lack of enrichment within 5mC-gain/5hmC-loss for the six transcription factors up-regulated in the PP–DP transition (C) (data extending the analyses depicted in Fig 3B and C).

Given the strong correlation of 5mC-loss/5hmC-gain loci with increased gene expression (Fig 2F) and enrichment in active enhancers (Fig 3A), we inspected whether these loci additionally contained distinctive sequence motifs. We found a remarkably high enrichment in binding motifs for hundreds of transcription factors with the most significant one belonging to the bHLH family and that were very distinct from the binding motifs found within 5mC-loss/5hmC-gain loci (Fig S3B, top five motifs). However, we noticed that such a long list of bHLH transcription factors also included genes that according to our previous transcriptome analysis of PP, DP, and neurons (Aprea et al, 2013, 2015) were either expressed at negligible levels at this developmental stage or not expressed at all (e.g., Bhlha15, Twist1, Atoh1, and others). This in turn suggested that our motif enrichment analysis was confounded by the close homology of bHLH binding sequences. Hence, to reinforce our confidence in the biological significance of these findings, we identified among the list of bHLH transcription factors those specifically up-regulated in the PP–DP transition as a proxy for their putative link with demethylation during neurogenesis. This led to the selection of only six factors, including Neurod1-2, Neurog1-2, Bhlh22, and Nhlh1 (Fig 3B), whose binding motifs ranked among the top-20 most enriched specifically for 5mC-loss/5hmC-gain, but not 5mC-gain/5hmC-loss, loci (compare Figs 3C and S3C). 

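In the deposited tables, Bhlha15 had an expression value of 12.7 in PP, 13.9 in DP, and 27.2 in neurons. Twist1 had 10.4 in PP, 4.5 in DP, and was listed at 0 in neurons. Atoh1 was not the nearest gene of any peak, so the tables hold no value for it. These values compare with a median of 525.1 in PP among the genes nearest to 5hmC-gain loci of the PP-DP transition.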

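Among the selected factors, 4 were the nearest gene of a peak, whereas Neurod1 and Neurog1 were not. The authors' expression value of Neurod2 was 1454.7 in PP, 14644.5 in DP, and 44141.2 in neurons, and that of Bhlhe22 was 186.8, 1253.9, and 12731. Nhlh1 had 328.1 in PP, 5329.1 in DP, and 5049.3 in neurons. Neurog2 was highest in DP, at 32860.8, with 15976.3 in PP and 2440.5 in neurons. In the authors' deposited table the log2 changes from PP to DP were 3.29 for Neurod2 (adjusted p = 1.96e-27), 2.73 for Bhlhe22 (1.58e-58), 3.96 for Nhlh1 (1.9e-30), and 1.04 for Neurog2 (1.02e-13). The motifs themselves were not analysed here.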

Interestingly, these six factors are known to play key roles in brain development with both Neurod1 and Neurog2 being reported to act as pioneer factors modifying the chromatin landscape during neurogenesis (Pataskar et al, 2016; Smith et al, 2016). In turn, other factors in our list were also shown to drive demethylation by association to Tet enzymes (Donaghey et al, 2018; Sardina et al, 2018).

To provide an independent assessment of the putative binding of at least some of these bHLH transcription factors within 5mC-loss/5hmC-gain loci, we again took advantage of publicly available ChIP-seq datasets. In mapping the reads obtained for two such transcription factors, Neurod2 and Neurog2 (Bayam et al, 2015; Velasco et al, 2017), within 5mC-loss/5hmC-gain loci as previously carried out for histones marks, we indeed observed a strong positive correlation that was absent when considering the converse 5mC-gain/5hmC-loss loci (Figs 3D and S3D). Conversely, we also observed that a decrease in 5mC and increase in 5hmC occurred at Neurod2 as well as Neurog2 binding sites (Fig 3E), further strengthening our previous results.

Finally, we sought to provide one example and experimental validation of the potential biological significance of our observations and the role of (hydroxy-)methylation in controlling gene expression of neurogenic genes during corticogenesis. To this aim, we first had to implement a method to site-specifically manipulate 5(h)mC in vivo.

### An improved method to manipulate 5(h)mC reveals the role of methylation within a novel regulatory element of *Dchs1*

To assess the biological relevance of our observations, we decided to locus-specifically manipulate 5(h)mC by in utero electroporation with an inactive (dead) dCas9 fused to the catalytic domain of Tet1 (dCas9-Tet1) (Fig 4A). To this aim, we generated an all-in-one vector by adding to the dCas9-Tet1 construct a GFP as reporter and gRNAs targeting the region of interest. Differently from two previous reports, we decided to only use two gRNAs rather than several (Liu et al, 2016) and avoid the bulky SunTag system to deliver Tet1 (Morita et al, 2016), thus decreasing potential off-targets and steric hindrance at once.

**Figure 4.**
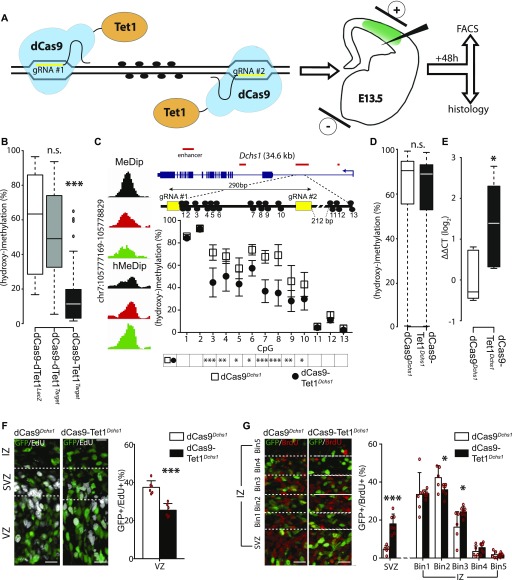
Site-specific manipulation of (hydroxy-)methylation. **(A)** Drawing depicting dCas9-Tet1 targeting of a locus of interest through the use of two gRNAs (yellow) to manipulate 5(h)mC at CpG dinucleotides (black circles) by in utero electroporation (right) of a vector including all components of interest plus GFP as reporter. **(B)** Whiskers–box plots depicting 5(h)mC levels of FAC-sorted GFP+ cells 48 h after in utero electroporation as assessed by bisulfite sequencing of 48 cytosines within four loci (individual loci and values are shown in Fig S4A). Note the major reduction in 5(h)mC upon use of dCas9-Tet^*Target*^ constructs. **(C)** Screenshot of 5(h)mC levels in cell types (left) and drawing (in scale) of the *Dchs1* locus and regions targeted by dCas9-Tet^*Dchs1*^ vectors (top). Assessment of 5(h)mC in GFP+ cells 48 h after in utero electroporation was performed as described in Figs 4B and S4A (bottom). **(D)** Whiskers–box plots depicting 5(h)mC levels assessed by bisulfite sequencing at top 10 predicted off-target regions (5 for each gRNA, 51 CpGs total) of FAC-sorted GFP+ cells 48 h after in utero electroporation of dCas9-Tet^*Dchs1*^ or dCas9^Dchs1^. **(E)** *Dchs1* expression levels (ΔΔCT) calculated by qRT–PCR on GFP+ cells as described in (C). Note the ∼2.5-fold increase expression upon demethylation. **(F, G)** Pictures of the E15.5 mouse cortex (left) and quantifications (right) 24 h after electroporation under different conditions followed by (immuno-)labeling for GFP, EdU, or BrdU (as indicated). Boundaries of the SVZ with the VZ and IZ were assessed by Tbr2 staining (not shown) or equidistant bins through the IZ are indicated (dashed lines in E and F, respectively) in which GFP+ cells were expressed as proportion of their total number. Scale bar = 50 μm; bars = SD (SEM in C); n ≥ 6 (E and F); statistical test = *t* test; *P < 0.05; **P < 0.01; ***P < 0.001.

To test the efficacy and specificity of our system, we performed electroporation of E13.5 mouse embryos and FAC-sorted GFP+ cells 48 h later (Fig 4A). Different control vectors were tested including a dCas9 fused to a catalytically inactive dTet1 delivered together with gRNAs against either an unspecific sequence (dCas9-dTet1^*LacZ*^) or the target locus (dCas9-dTet1^*Target*^) with the latter control being important to assess potential effects of dCas9 occupancy irrespective of Tet1 activity. Next, we selected four loci within regions containing 4–9 CpG dinucleotides (28 in total) using as a main criterion their high level of methylation (to increase the sensitivity of our assessment) but not necessarily all the features emerging from our analysis as characteristic of 5mC-loss/5hmC-gain loci. Bisulfite amplicon sequencing on FAC-sorted GFP+ cells was then used to assess methylation levels when using any of the three vectors, that is, (i) inactive and unspecific dCas9-dTet1^*LacZ*^, (ii) inactive but specific dCas9-dTet1^*Target*^, or (iii) both active and specific dCas9-Tet1^*Target*^.

This revealed that although the levels of 5(h)mC appeared by all means similar among the two control vectors when averaging cytosines within the target region together (Fig 4B), the use of the inactive but specific dCas9-dTet1^*Target*^ was still sufficient to induce several significant, and in some instances inconsistent, changes at the level of individual cytosines (Fig S4A), which were likely due to dCas9 occupancy of the target locus irrespective of Tet1 activity. In contrast, only the active and specific dCas9-Tet1^*Target*^ was found to induce a significant, major, and consistent reduction (∼90%; *P* < 0.001) in methylation of the entire locus and across essentially all CpG dinucleotides (Figs 4B and S4A) but not affecting those within ∼20 bp of the dCas9-binding region or outside (e.g., CpG 1 and 8 in Fig S4A, top left). While assessing the effects in (hydroxy-)methylation within the four target loci in embryos electroporated with active dCas9-Tet1^*Target*^ constructs, we also assessed 5(h)mC of the remaining three loci finding no significant change relative to dCas9-dTet1^*LacZ*^ controls (not shown) and validating both the efficiency and specificity of our approach.

**Figure S4.**
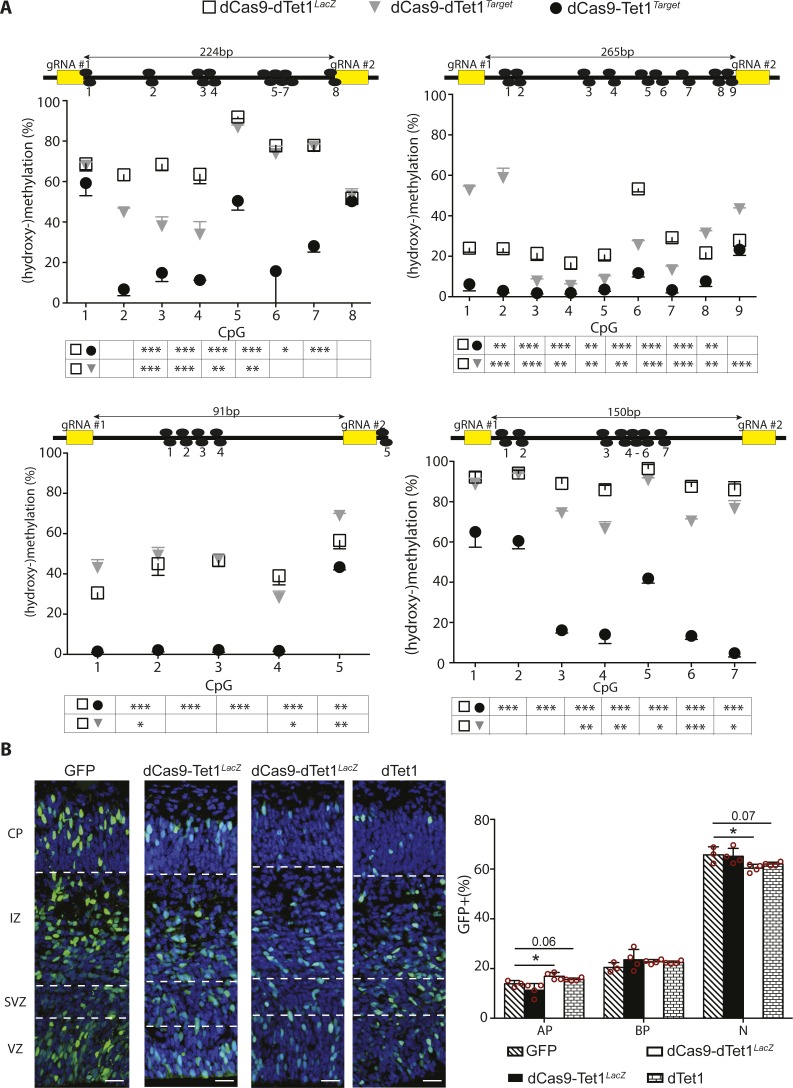
Locus-specific manipulation of methylation. **(A)** Drawing (in scale) of four loci (top) and assessment of 5(h)mC levels (bottom) by bisulfite sequencing upon electroporation in different conditions (legend) and extending the analysis shown in Fig 4B and C. Numbered black circles indicate CpG dinucleotides. **(B)** Fluorescence picture of the E15.5 mouse cortex 48 h upon electroporation with control vectors (left; as indicated) and immunostaining for GFP (green), Tbr2 (not shown), and DAPI counterstaining (blue) to calculate the proportion of GFP+ cells classified as PP (Tbr2− in the VZ), DP (Tbr2+ cells in the VZ/SVZ), and neurons (Tbr2− cells in the SVZ and all cells in the IZ/CP) (right). Scale bar = 50 μm; bars = SD; n ≥ 4; statistical test = *t* test; *P < 0.05, **P < 0.01, ***P < 0.001.

We next verified the suitability of the previous control vectors to assess neurogenesis by comparing the distribution of electroporated cells in cortical layers 48 h after electroporation at E13.5 relative to an empty GFP control. Hence, we calculated the proportion of apical and basal progenitors and neurons by Tbr2 immunoreactivity and distribution of GFP+, electroporated cells across cortical layers (Tbr2− in the VZ, Tbr2+ in the VZ/SVZ, and Tbr2− in the IZ and CP, respectively). Unexpectedly, we found that electroporation with dCas9-dTet1^*LacZ*^ had a minor, yet significant, increase in GFP+, apical progenitors and equivalent decrease in neurons, which was particularly noticeable in the CP relative to both GFP and active, but unspecific, dCas9-Tet1^*LacZ*^ control vectors (Fig S4B). This was surprising because the dCas9-dTet1^*LacZ*^ vector did not encode any functional protein, its effect on methylation was overall minor and inconsistent (Fig 4B), and a previous study using a similar vector did not report any negative effect on neurogenesis (Morita et al, 2016).

To gain more insight into this unexpected result, we repeated electroporation using only dTet1 vectors without dCas9 or gRNAs to exclude potential side effects of the former and off-targets of the latter. Once again, dTet1 alone triggered a subtle but significant change in the proportion of GFP+ cells, which was similar to the one previously observed using dCas9-dTet1^*LacZ*^ constructs (Fig S4B). These subtle changes in any condition in which constructs encoding dTet1 were used resembled those previously reported in cell culture for the very same catalytically inactive enzyme (Gao et al, 2016) and suggested to result from dTet1 interaction with Gadd45a, a gene involved in neural development (Kienhofer et al, 2015). Therefore, considering the caveats arising from the use of dTet1 vectors, we concluded that dCas9^*Target*^ was a superior negative control that, contrary to empty vectors such as GFP, still accounts for potential side effects due to dCas9 occupancy and hindrance of the target locus.

Having established our approach, we next sought to provide one example of the potential biological relevance of our observations on differential (hydroxy-)methylation during neurogenic commitment by targeting a 5mC-loss/5hmC-gain locus. To this aim, we selected candidates among target regions that epitomized all the key features emerging from our study including: (i) a 5mC-loss/5hmC-gain in DP, (ii) within, or in proximity to, genes containing Neurod2 and Neurog2 binding motifs, and (iii) whose nearby gene was physiologically up-regulated during fate commitment. Among these, as expected from our previous gene ontology enrichment analysis (Fig 2E), we found numerous markers and characterized regulators of neurogenesis such as *Emx1*, *Prox1*, *Eomes*, *Pou4f1*, *Dll3*, *Tcf4*, *Tubb3*, *Wnt* members, and others. 

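All of the 7 named markers were the nearest gene of at least 1 peak of each mark. Counting any peak of a gene in the authors' deposited table, a 5hmC-gain from PP to DP was called for 5 of them, a 5mC-loss from PP to DP for 4, both for 3, and a 5mC-loss from DP to neurons for 6. A 5hmC-loss was called for Tcf4 from PP to DP and for 3 of them, Emx1, Prox1, and Pou4f1, from DP to neurons. The peak with the smallest p-value in the transition is given for each gene. Emx1, with 2 5mC and 10 5hmC peaks, had a 5mC change of -2.76 (p = 1.14e-06) from PP to DP 19.7 kb from the TSS in the authors' deposited table. The 5hmC peak overlapping that 5mC peak did not gain 5hmC. It changed by -0.23 (p = 0.428) from PP to DP and by -1.61 (p = 9.52e-06) from DP to neurons in the authors' deposited table. At overlapping peaks 32.7 kb from the TSS Emx1 had a 5mC change of -1.34 (p = 0.00103) and a 5hmC change of 1.70 (p = 0.00018) from PP to DP in the authors' deposited table. Pou4f1 had -2.61 (p = 1.1e-06) and 1.37 (p = 0.0099) at overlapping peaks 90.2 kb downstream, and Tcf4 had -1.09 (p = 0.0200) and 1.61 (p = 0.0021) at separate peaks inside the gene, all by the authors' deposited table. Eomes gained 5hmC inside the gene (2.00, p = 0.00025), and its 5mC-loss was called from DP to neurons (-0.99, p = 0.0296) in the authors' deposited table. The same order was found for Dll3, with a 5hmC change of 1.68 (p = 0.0151) and a later 5mC change of -1.82 (p = 7.31e-06) in the authors' deposited table. Among the peaks assigned to Prox1, there was a 5mC-loss from PP to DP (-0.90, p = 0.0186) but no 5hmC-gain in that transition (smallest p = 0.259) in the authors' deposited table. The peaks of the amplicon assigned to Gm17566, given above, lie near Prox1 as well and were not counted for it. Both changes of Tubb3 fell in the DP-neuron transition, at peaks 883 and 907 bp upstream, with -1.49 (p = 9.1e-05) in 5mC and 2.40 (p = 7.68e-06) in 5hmC by the authors' deposited table. After adjustment over all peaks of the mark, the PP-DP changes of Emx1 with the smallest p (0.0090 in 5mC and 0.0196 in 5hmC), the 5mC-loss of Pou4f1 (0.0090), and the 5hmC-gain of Eomes (0.0253) had adjusted p-values below 0.05. The 5mC-loss of Emx1 32.7 kb from the TSS (0.429), the 5hmC-gain of Pou4f1 (0.268), and the changes of Prox1, Dll3, and Tcf4 did not. Of the changes from DP to neurons given here, those of Emx1 (0.00075 in 5hmC), Dll3 (0.0020), and Tubb3 (0.0141 in 5mC and 0.00063 in 5hmC) passed the same adjustment. That of Eomes (0.599) did not. The expression of all 7 genes rose from PP to DP, and from DP to neurons only that of Tubb3 rose. Of 10 Wnt genes with a peak, 3 had a 5hmC-gain from PP to DP and none a 5mC-loss in that transition, whereas 3 had a 5mC-loss from DP to neurons. In the opposite direction, 1 had a 5mC-gain and 1 a 5hmC-loss from PP to DP, and 2 had a 5hmC-loss from DP to neurons. The expression of 6 Wnt genes rose from PP to DP and that of 3 from DP to neurons.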

We finally selected *Dchs1* because of its relatively recent identification as a novel gene controlling the proliferation of neural progenitors and whose mutations is cause of developmental malformations, including heterotopia, in Van Maldergem syndrome (Cappello et al, 2013). Beyond this, and as one additional advantage of choosing *Dchs1* as a target for manipulation, its differential (hydroxy-)methylation occurred within a locus predicted, but not validated, to act as an enhancer that we sought to simultaneously assess by our experiments. In particular, this relatively tiny, 300-bp putative enhancer within an intron of a complex gene >35 kb in length and comprising 23 exons (Fig 4C, top) was of doubtful significance making it for a particularly challenging target to test our method and biological significance of our observations on (hydroxy-)methylation.

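Dchs1 lies on chromosome 7 of GRCm38 (mm10) from 105752989 to 105788355, a length of 35.4 kb in the annotation. A single 5mC peak was nearest to it, from 105777923 to 105778064 (141 bp), inside the gene and 9660 bp from the TSS. Its authors' mean 5mC level was 3.78 in PP, 1.49 in DP, and 1.23 in neurons. The authors' deposited table gives a change of -2.29 from PP to DP (p = 0.000117) and of -0.075 from DP to neurons (p = 0.866). Of 5 5hmC peaks of the gene, the one from 105777884 to 105778167 (283 bp) spans the 5mC peak, with a mean 5hmC level of 5.30 in PP, 6.03 in DP, and 6.46 in neurons. For this peak the authors' deposited table gives 0.73 from PP to DP (p = 0.0223) and 0.41 from DP to neurons (p = 0.124). After Benjamini-Hochberg adjustment over all peaks of the mark, the p-values of the PP-DP transition were 0.167 for 5mC and 0.419 for 5hmC. Between PP and neurons the authors' deposited table gives changes of -2.37 in 5mC and 1.17 in 5hmC at these peaks, with adjusted p-values of 0.0065 and 0.00084. From DP to neurons, the 5hmC peak of the gene with the smallest p lay 1130 bp upstream of the TSS. The authors' deposited table gives it a change of 0.84 (p = 0.0388, 0.289 adjusted), after -0.61 from PP to DP (p = 0.194). None of the 10 predicted off-target sites in the paper's Table S1 overlapped a peak of either mark.

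**Figure D2:**
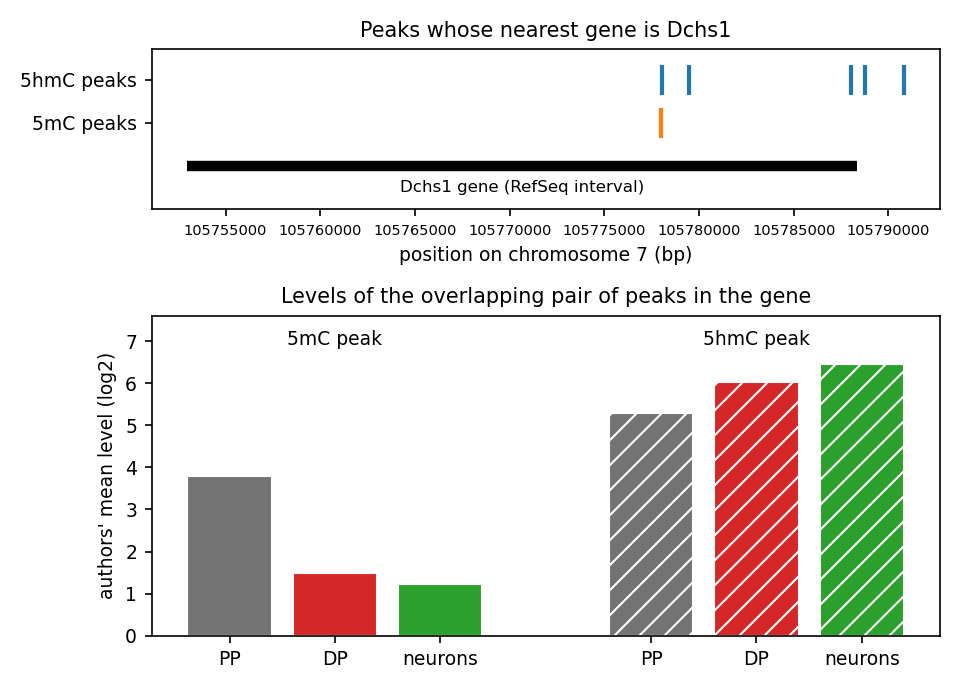
Peaks of 5mC and 5hmC along Dchs1 on chromosome 7 (mm10, x axis in bp), and the mean log2 level per cell type of the pair of overlapping peaks. The 5mC level falls from 3.78 in PP to 1.49 in DP, while the 5hmC level rises from 5.30 to 6.03.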

Hence, after confirming the differential (hydroxy-)methylation physiologically occurring within the *Dchs1* locus in PP, DP, and neurons by bisulfite sequencing (not shown), we designed dCas9-Tet1^*Dchs1*^, or dCas9^*Dchs1*^ as control constructs that were used to electroporate E13.5 mouse embryos. FAC-sorting of GFP+ cells 48 h later followed by bisulfite sequencing confirmed, also in this additional case, the efficacy of our approach leading to an overall ∼50% decrease in 5(h)mC relative to control (Fig 4C). In these experiments, we additionally assessed potential off-targets of dCas9-Tet1^*Dchs1*^ and dCas9^*Dchs1*^ within the 10 genomic regions having the highest homology to the *Dchs1* gRNAs (5 each). Bisulfite amplicon sequencing of all these regions revealed no significant change in methylation at the level of all loci as well as individual cytosines (Fig 4D and data not shown), again highlighting the high specificity of our approach. Next, we investigated whether or not a loss in methylation alone was sufficient to change the expression of *Dchs1* by performing qRT–PCR on GFP+ FAC-sorted cells, which resulted in a 2.5-fold up-regulation of *Dchs1* relative to control (Fig 4E). 

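The deposited expression value of Dchs1 was 20332.2 in PP, 32353.7 in DP, and 45538 in neurons, so that neurons had 2.24 times the value of PP. In the authors' deposited table the log2 change was 0.67 from PP to DP (adjusted p = 3.03e-12) and 0.49 from DP to neurons (adjusted p = 2.12e-07). The experiments with dCas9 were not analysed here.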

Importantly, this result confirmed three assumptions at once: (i) it validated the regulatory function of the predicted enhancer within *Dchs1*, (ii) it showed that differential (hydroxy-)methylation within a 5mC-loss/5hmC-gain locus is a cause, rather than consequence, of gene up-regulation, and (iii) it showed that demethylation alone can potentially account for the observed up-regulation in *Dchs1* during neurogenesis because the magnitude of the change induced by dCas9-Tet1^*Dchs1*^ (2.5-fold) was nearly identical to that occurring from PP to neurons in physiological conditions (2.2-fold) (Aprea et al, 2013).

Moreover, as mentioned above, down-regulation of *Dchs1* was described to increase progenitor proliferation and alter neuronal migration (Cappello et al, 2013). Hence, we finally assessed whether a converse up-regulation of *Dchs1* by targeted demethylation would reach the levels that are necessary to trigger a biological effect consistent with this previous report. Indeed, immunohistochemistry 48 h upon electroporation at E13.5 with dCas9-Tet1^*Dchs1*^ and EdU administration 6 h before sacrifice showed a 30% decrease (from 37.4 ± 3.5 to 25.4 ± 3.5%; *P* < 0.001) in proliferation and EdU+/GFP+ cells relative to dCas9^*Dchs1*^, control vectors (Fig 4F). Moreover, BrdU birthdating 24 h before sacrifice revealed that the migration of newborn neurons was also impaired with a substantial, threefold increase (from 4.3 ± 2.3 to 17.7 ± 5.2%; *P* < 0.001) in the proportion of BrdU+/GFP+/Tbr2− (i.e., excluding basal progenitors) cells in the SVZ and their altered distribution in medial bins of the IZ, neuronal layer (Fig 4G).

Altogether, the observed decrease in proliferation of progenitors and altered neuronal migration induced by demethylation-driven up-regulation of *Dchs1* were consistent with a previous report (Cappello et al, 2013) and showed that demethylation within this newly identified regulatory region of *Dchs1* alone is both sufficient to trigger its up-regulation to the levels observed in physiological conditions and necessary to produce a biological effect.

## Discussion

Regulation of DNA (hydroxy-)methylation in stem cells and its role in controlling gene expression during fate commitment have been the focus of many studies resulting in conflicting hypotheses with regard to the causes underlying these changes (Calo & Wysocka, 2013; Smith & Meissner, 2013; Schubeler, 2015; Atlasi & Stunnenberg, 2017). Here, we provided the first resource describing the patterns of 5mC and 5hmC in specific cell types of the developing mammalian cortex. We further relate this to the gene expression program underlying specification of distinct cell fates during cortical development. We found that a switch from proliferative to neurogenic divisions was characterized by a gain in 5hmC in DP followed by a loss in 5mC in newborn neurons. These changes occurred predominantly within regions annotated as enhancers and enriched in pioneer transcription factor–binding motifs, which ultimately correlated with up-regulation of their nearby neurogenic genes. We then assessed the potential biological significance of our observations by developing an improved method to site-specifically manipulate 5(h)mC in vivo. By this, we identified a novel regulatory element within a factor involved in cortical malformations: *Dchs1*. Several aspects of our study are worth discussing.

First, and contrary to our study, a previous description of the (hydroxy-)methylome of mixed populations of progenitors versus neurons did not observe a loss in 5mC during neurogenesis (Hahn et al, 2013). This inconsistency is likely explained not only by our discrimination of PP and DP as distinct cell populations but also by the higher resolution of our sequencing analysis relative to the microarrays previously used. In addition, Hahn et al (2013) used MIRA as a method to detect 5mC, which strongly favors its identification within CpG islands despite the fact that our and previous studies (Guo et al, 2011; Schubeler, 2015; Yao et al, 2016) have shown that CpG islands are not target of differential (hydroxy-)methylation. As a result, by also considering DP as an intermediate cell type with a bivalent epigenetic signature, our study reveals the full dynamics of cytosine modifications that may be critical to decipher the role of this epigenetic mark in corticogenesis.

Second, we found that a gain in 5hmC is initiated in DP resulting in a loss in 5mC in their neuronal progeny. These 5mC-loss/5hmC-gain loci (i) occurred within, or in close proximity to, neurogenic genes, (ii) were enriched in binding motifs of bHLH, among them pioneer, transcription factors, and (iii) their change in (hydroxy-)methylation correlated with an activation of enhancers and up-regulation of gene expression. Notably, these genes included many known regulators and markers of corticogenesis, such as *Emx1*, *Prox1*, *Eomes*, *Dll3*, *Tcf4*, *Tubb3*, *Wnt* family members, and *Dchs1*, to mention a few, which in essentially all cases were up-regulated in the PP–DP–neuron lineage. In describing the features of 5mC-loss/5hmC-gain loci, we also observed that the converse pair of cytosine modifications, namely, 5mC-gain/5hmC-loss, consistently displayed unrelated characteristics such as a diverse enrichment in genomic features, transcription factor–binding motifs, and so forth. This does not imply that these latter modifications are irrelevant in neurogenesis as in fact, several sites among this group were adjacent to positive regulators of stemness and pluripotency. For example, a gain in 5mC was observed at loci for *Nanog*, *Shh*, *Numb*, *Pou3f2*, and others and whose expression decreased in the PP-DP transition consistent with a functional role during differentiation. In addition, 5mC-gain loci showed an enrichment in binding motifs for methylation-sensitive transcription factors and negative regulators of neurogenesis such as Hif1a and Hes1 (Koslowski et al, 2011; Yin et al, 2017). 

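Of the 4 named genes, Pou3f2 was not the nearest gene of any peak in the deposited tables. For Shh, the 5mC peak with the smallest p-value from PP to DP lay 344 kb upstream and gained 5mC (1.38, p = 0.0021, 0.554 after adjustment over all peaks) in the authors' deposited table. The authors' expression value of Shh was 0.4 in PP, 0.3 in DP, and 8.6 in neurons. For Nanog, with 5 5mC peaks, the authors' deposited table gives a 5mC change of 0.67 (p = 0.0722) at a peak 19.3 kb downstream. At another of its peaks, 2.21 kb upstream, the change was -0.55 (p = 0.138) in the authors' deposited table. The expression value of Nanog fell from 23.6 in PP to 10.6 in DP (authors' adjusted p = 0.0574) and 3.5 in neurons. The 5mC peak of Numb, inside the gene, changed by 0.064 (p = 0.975) in the authors' deposited table, with expression values of 2225.2 in PP, 2376.8 in DP, and 1079.4 in neurons.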

As such, our data highlight that a gain in 5mC and loss in 5hmC, although still important, are uncoupled from each other and controlled independently through mechanisms yet to be identified.

Third, in addition to providing an improved method for dCas9-mediated manipulation of (hydroxy-)methylation, we assessed the significance of our observations by validating the causal link between demethylation, up-regulation of gene expression, and regulation of corticogenesis for one paradigmatic gene containing a 5mC-loss/5hmC-gain locus: *Dchs1*. This gene has recently emerged as a novel regulator of brain development whose mutations cause Van Maldergem syndrome, an autosomal-recessive disorder characterized by intellectual disability and skeletal malformations (Cappello et al, 2013). In fact, knockdown of Dchs1 in the developing cortex was shown to cause heterotopia as a result of an increased cell proliferation and delayed neurogenesis (Cappello et al, 2013), which is consistent with our converse manipulation leading to increased expression of *Dchs1*, reduced proliferation and altered neuronal migration. Although the previously identified *Dchs1* mutations causing heterotopia result in a truncated protein (Cappello et al, 2013), it is here intriguing to consider the possibility that other developmental malformations may involve cytosine residues target of (hydroxy-)methylation and resulting in aberrant gene expression. Such a role of DNA modifications in disease is supported by the observation that methylated cytosines are hotspots for single-nucleotide polymorphisms (Schubeler, 2015) and changing the methylation of even one single cytosine residue may result in changes in expression levels (Furst et al, 2012). In this context, it is worth mentioning that our manipulation of *Dchs1* led to a reduction by roughly half in methylation of just eight CpG dinucleotides within a small region of a relatively big, multiexonic gene. It is thus remarkable that this alone was sufficient to double the expression of *Dchs1* to levels similar to those observed during physiological differentiation. Therefore, the recent possibility to recapitulate (hydroxy-)methylation patterns in human iPS-derived organoids (Luo et al, 2016) combined with their site-specific manipulation opens up a new dimension in studying the role of epigenetics in diseases of the brain and other organs.

Finally, fourth, our data are in line with recent observations pointing out that the binding of pioneer transcription factors per se can cause demethylation (Donaghey et al, 2018; Sardina et al, 2018). In fact, at least for the transcription factors identified in our study, their expression was specifically increased in DP and, hence, became more abundant in the appropriate cell type and at the appropriate time for initiating hydroxymethylation. In addition, although DNA binding of transcription factors is generally inhibited by methylation, these bHLH pioneer factors are methylation insensitive (Yin et al, 2017) and, thus, display the appropriate feature needed to initiate and drive this process. In light of this, a model has been recently reviewed in which pioneer transcription factors drive the activation of enhancers (Atlasi & Stunnenberg, 2017). Our data are consistent with this model and would even extend it in the context of DNA demethylation which, together with changes in histone marks and opening of the chromatin, concur toward the activation of enhancers, up-regulation of nearby neurogenic genes and, hence, cell fate change (Fig 5). The bivalent (hydroxy-)methylation footprint of DP is also fully consistent with this model and suggests a dual function to first, fate-commit DP to switch from proliferative to neurogenic division and second, to consolidate neuronal identity in the resulting neurons. This is reminiscent and would actually explain the reported onset of expression of neuron-specific genes already at the level of DP (Aprea et al, 2013) as if this cell type was *primed* to acquire the early features of their future neuronal progeny. Clearly, key aspects of this model are still highly debated such as whether DNA methylation is a cause or a consequence of gene up-regulation and cell fate change (Stricker & Götz, 2018). At least for Dchs1, our study shows that demethylation alone can be a driver of these processes.

**Figure 5.**
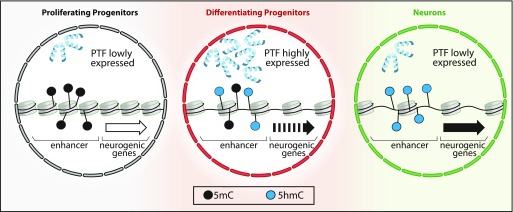
DNA (hydroxy-)methylation in neurogenic commitment. A model emerging from several studies (see text) suggests that pioneer transcription factors (PTFs) drive cell fate commitment and differentiation by remodeling chromatin. In this context, our data suggest that PTF up-regulated during the PP–DP transition are associated with oxidation of 5mC to 5hmC (black to blue dots) within enhancers of neurogenic genes. This results in priming of those genes (dotted to continuous arrow) and fate commitment of DP toward neurogenic division. This process is continued during the next cell division (DP-N) leading to higher levels of 5hmC, reinforced gene expression (continuous to bold arrow), and establishment of neuronal identity despite a possible down-regulation of PTF.

## Materials and Methods

### Animals and cell sorting

Mice were kept under standard housing conditions, and experiments were carried out according to local regulations. E14.5 *Btg2*^RFP^/*Tubb3*^GFP^ double heterozygous embryos or E13.5 C57bl/6J pregnant mice (Janvier Laboratories) were used for (h)MeDIP or in utero electroporation, respectively. For the latter, the mice were treated as previously described (Aprea et al, 2013) by injecting ∼3 μg of endotoxin-free DNA into the telencephalic ventricles followed by delivery of eight 50-ms-long electric pulses of 36 V with intervals of 1 s. The mice were euthanized 48 h later eventually upon intraperitoneal administration of 1 mg BrdU (1 pulse at E14.5) and/or 0.1 mg EdU (3 and 6 h before sacrifice). Brains were either dissected and processed for immunohistochemistry or dissociated by the papain-based neural dissociation kit (Milteney Biotec). FAC-sorting was performed at 4°C in the four-way purity mode with a flow rate of 20 μl/min and side and forward scatter light to eliminate debris and aggregates gating for green (488 nm) and red (561 nm) fluorescence as described (Aprea et al, 2013). The cells were sorted into DNA/RNA lysis buffer (QIAamp DNA Micro, QIAGEN or Quick-RNA MicroPrep Zymo Research) or pelleted (500 g, 5 min at 4°C) for later use.

### (h)MeDIP and sequencing

Comparative 5(h)mC immunoprecipitation ((h)MeDIP) was adapted from Tan et al (2013). Briefly, 1 µg of DNA from PP, DP, or neurons in three independent biological replicates was sheared using the Covaris LE220 (duty cycle 10%, intensity 5, cycles/burst 200, 180 s) into ∼250 bp fragments that were ligated to barcoded sequencing adaptors (NEBNext Ultra DNA Library Prep kit for Illumina; New England Biolabs). 300 ng of DNA from each cell type was pooled and (h)MeDIP performed using the MagMeDIP or hMeDIP kits (Diagnode) according to the manufacturer instructions. The immunoprecipitated DNA and non-antibody–treated control was quantified, amplified (15 cycles; NEBNext High-Fidelity 2X PCR Master Mix; New England Biolabs), gel size selected (225–325 bp) using the E-Gel EX system (2%) (Invitrogen), and used for 75-bp single-read sequencing on an Illumina HiSeq 2000 platform resulting in ∼30–60 million reads per sample. Sequencing raw data were deposited in Gene Expression Omnibus (GEO) database: GSE104585.

### Bioinformatics and statistics

Raw sequencing reads were aligned to the mm^10^ reference genome using BWA v0.7.8 and peaks called using SICER v1.1 (window = 25 bp, gap = 50 bp, fragment = 250 bp, max redundant reads = 2, and FDR = 0.0001). Peaks found in all replicates of each cell type were merged to build a reference peak sets of PP, DP, and neurons for 5mC and 5hmC excluding those overlapping repetitive sequences (RepeatMasker). Diffbind v2.6 was used to calculate TMM (DBA_SCORE_TMM_READS_EFFECTIVE) values and identify differential (hydroxyl-)methylated regions (DBA_edgeR, 50% change, *P* < 0.05) that were annotated using HOMER v4.7. Genomic features, GO terms, or enrichment of transcription factor–binding motifs were assessed by HOMER v4.7, DAVID v6.8, or MEME-AME v5.0 (JASPAR CORE and UniPROBE mouse), respectively. ChIP-seq data from the ENCODE or GEO databases were used to generate bigwig files calculating the log_2_(control/ChIP) using deepTools v3.0.2 (bin size = 50, scaling method = SES) that was also used together with NGSplot v2.61 (robust statistics fraction = 0.05) to generate profile plots or heat maps, respectively. Off-targets of gRNAs were predicted using Cas-OFFinder (http://www.rgenome.net/cas-offinder/). Z-scores were calculated using regioneR (1.14.0) permutation test (n = 1,000). Bar and whiskers–box plots were built using RStudio v1.0.143 and *t* test, or Wilcoxon rank sum test was used to assess significance as appropriate.

### Constructs

The dCas9-Tet1 fusion protein with a 9–amino acid linker (LQGGGSGS) was generated by replacing the DNMT3a domain within pdCas9-DNMT3A-EGFP (Vojta et al, 2016) with the active or inactive catalytic domain of human TET1 (Maeder et al, 2013) with cassettes being introduced (Table S1) for one (LacZ) or two gRNAs under independent U6 promoters. The (d)Tet1 cassette was removed by enzymatic digestion (FseI/XhoI) to obtain the dCas9 control plasmid.

Table S1 Primers and gRNAs used in this study.

### Immunohistochemistry

Immunohistochemistry was performed as described (Aprea et al, 2013). Briefly, the brains were fixed in 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4; PFA) at 4°C for 12 hours, cryoprotected in 30% sucrose, and cryosectioned (10 μm). Sodium citrate (0.01 M; pH 6.0)–based antigen treatment was performed (1 h at 70°C) followed by incubation with the appropriate antibodies (Table S2), washes with PBS, and PFA post-fixation for 30 min. For EdU, the Click-iT Alexa Fluor 647 kit was used according to the manufacturer’s instructions (Invitrogen). For BrdU, the sections were incubated in 2 M HCl after post-fixation for 30 min at 37°C, followed by washes with PBS and antibody incubation.

Table S2 Antibodies used in this study.

### (Oxidative-)bisulfite amplicon sequencing and qRT–PCR

(ox)BSamp-seq protocol was adapted from Masser et al (2015). Briefly, 0.2–1 μg of DNA was converted either using the EpiTect Bisulfite kit (QIAGEN) for BSamp-seq or the TrueMethyl-seq kit (Cambridge Epigenetix) for oxBSamp-seq. Converted DNA was used as a template to PCR-amplify the region of interest using bisulfite-specific primer pairs (Table S1). The purity and size of the amplicons was validated on gels and purified using the QIAquick PCR Purification Kit (QIAGEN). 0.2 μM from all amplicons of each sample were pooled and used for tagmentation-based whole-genome library preparation using the Nextera DNA Library Preparation Kit (Illumina). Libraries were amplified using the KAPA High Fidelity Master Mix (PeqLab), purified using Ampure XP-beads (Beckman & Coulter), and loaded on a Miseq-Nanoflowcell (Illumina). Each sequencing run resulted in about 100,000 reads distributed over all pooled amplicons. Data were analyzed using Bismark 0.16.0. For qRT–PCRs, reverse transcription was performed with 30–100 ng of RNA using the iScript cDNA Synthesis kit (Bio-Rad). Transcripts were quantified by iQ SYBR Green Supermix (Bio-Rad) on a CFX Connect real-time PCR Detection System (Bio-Rad) using the appropriate primers (Table S1).

## Supplementary Material

Reviewer comments

## References

[bib1] ApreaJ, LescheM, MassaliniS, PrenningerS, AlexopoulouD, DahlA, HillerM, CalegariF (2015) Identification and expression patterns of novel long non-coding RNAs in neural progenitors of the developing mammalian cortex. Neurogenesis (Austin) 2: e995524 10.1080/23262133.2014.99552427504473PMC4973583

[bib2] ApreaJ, PrenningerS, DoriM, GhoshT, MonasorLS, WessendorfE, ZocherS, MassaliniS, AlexopoulouD, LescheM, (2013) Transcriptome sequencing during mouse brain development identifies long non-coding RNAs functionally involved in neurogenic commitment. EMBO J 32: 3145–3160. 10.1038/emboj.2013.24524240175PMC3981144

[bib3] ArtegianiB, de Jesus DominguesAM, Bragado AlonsoS, BrandlE, MassaliniS, DahlA, CalegariF (2015) Tox: A multifunctional transcription factor and novel regulator of mammalian corticogenesis. EMBO J 34: 896–910. 10.15252/embj.20149006125527292PMC4388598

[bib4] AtlasiY, StunnenbergHG (2017) The interplay of epigenetic marks during stem cell differentiation and development. Nat Rev Genet 18: 643–658. 10.1038/nrg.2017.5728804139

[bib5] BayamE, SahinGS, GuzelsoyG, GunerG, KabakciogluA, Ince-DunnG (2015) Genome-wide target analysis of NEUROD2 provides new insights into regulation of cortical projection neuron migration and differentiation. BMC Genomics 16: 681 10.1186/s12864-015-1882-926341353PMC4560887

[bib6] CaloE, WysockaJ (2013) Modification of enhancer chromatin: What, how, and why? Mol Cell 49: 825–837. 10.1016/j.molcel.2013.01.03823473601PMC3857148

[bib7] CappelloS, GrayMJ, BadouelC, LangeS, EinsiedlerM, SrourM, ChitayatD, HamdanFF, JenkinsZA, MorganT, (2013) Mutations in genes encoding the cadherin receptor-ligand pair DCHS1 and FAT4 disrupt cerebral cortical development. Nat Genet 45: 1300–1308. 10.1038/ng.276524056717

[bib8] de Jesus DominguesAM, ArtegianiB, DahlA, CalegariF (2016) Identification of Tox chromatin binding properties and downstream targets by DamID-Seq. Genom Data 7: 264–268. 10.1016/j.gdata.2016.02.00326981424PMC4778673

[bib9] DonagheyJ, ThakurelaS, CharltonJ, ChenJS, SmithZD, GuH, PopR, ClementK, StamenovaEK, KarnikR, (2018) Genetic determinants and epigenetic effects of pioneer-factor occupancy. Nat Genet 50: 250–258. 10.1038/s41588-017-0034-329358654PMC6517675

[bib10] FanG, MartinowichK, ChinMH, HeF, FouseSD, HutnickL, HattoriD, GeW, ShenY, WuH, (2005) DNA methylation controls the timing of astrogliogenesis through regulation of JAK-STAT signaling. Development 132: 3345–3356. 10.1242/dev.0191216014513

[bib11] FurstRW, KliemH, MeyerHH, UlbrichSE (2012) A differentially methylated single CpG-site is correlated with estrogen receptor alpha transcription. J Steroid Biochem Mol Biol 130: 96–104. 10.1016/j.jsbmb.2012.01.00922342840

[bib12] GaoJ, MaY, FuHL, LuoQ, WangZ, XiaoYH, YangH, CuiDX, JinWL (2016) Non-catalytic roles for TET1 protein negatively regulating neuronal differentiation through srGAP3 in neuroblastoma cells. Protein Cell 7: 351–361. 10.1007/s13238-016-0267-427113584PMC4853314

[bib13] GuoJU, MaDK, MoH, BallMP, JangMH, BonaguidiMA, BalazerJA, EavesHL, XieB, FordE, (2011) Neuronal activity modifies the DNA methylation landscape in the adult brain. Nat Neurosci 14: 1345–1351. 10.1038/nn.290021874013PMC3183401

[bib14] HahnMA, QiuR, WuX, LiAX, ZhangH, WangJ, JuiJ, JinSG, JiangY, PfeiferGP, (2013) Dynamics of 5-hydroxymethylcytosine and chromatin marks in Mammalian neurogenesis. Cell Rep 3: 291–300. 10.1016/j.celrep.2013.01.01123403289PMC3582786

[bib15] HeYF, LiBZ, LiZ, LiuP, WangY, TangQ, DingJ, JiaY, ChenZ, LiL, (2011) Tet-mediated formation of 5-carboxylcytosine and its excision by TDG in mammalian DNA. Science 333: 1303–1307. 10.1126/science.121094421817016PMC3462231

[bib16] HirabayashiY, GotohY (2010) Epigenetic control of neural precursor cell fate during development. Nat Rev Neurosci 11: 377–388. 10.1038/nrn281020485363

[bib17] HonGC, SongCX, DuT, JinF, SelvarajS, LeeAY, YenCA, YeZ, MaoSQ, WangBA, (2014) 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. Mol Cell 56: 286–297. 10.1016/j.molcel.2014.08.02625263596PMC4319980

[bib18] JaffeAE, GaoY, Deep-SoboslayA, TaoR, HydeTM, WeinbergerDR, KleinmanJE (2016) Mapping DNA methylation across development, genotype and schizophrenia in the human frontal cortex. Nat Neurosci 19: 40–47. 10.1038/nn.418126619358PMC4783176

[bib19] KaasGA, ZhongC, EasonDE, RossDL, VachhaniRV, MingGL, KingJR, SongH, SweattJD (2013) TET1 controls CNS 5-methylcytosine hydroxylation, active DNA demethylation, gene transcription, and memory formation. Neuron 79: 1086–1093. 10.1016/j.neuron.2013.08.03224050399PMC3816951

[bib20] KienhoferS, MusheevMU, StapfU, HelmM, SchomacherL, NiehrsC, SchaferA (2015) GADD45a physically and functionally interacts with TET1. Differentiation 90: 59–68. 10.1016/j.diff.2015.10.00326546041PMC4673086

[bib21] KohKP, RaoA (2013) DNA methylation and methylcytosine oxidation in cell fate decisions. Curr Opin Cell Biol 25: 152–161. 10.1016/j.ceb.2013.02.01423498662PMC3649866

[bib22] KoslowskiM, LuxemburgerU, TureciO, SahinU (2011) Tumor-associated CpG demethylation augments hypoxia-induced effects by positive autoregulation of HIF-1alpha. Oncogene 30: 876–882. 10.1038/onc.2010.48121042279

[bib23] LaMonicaBE, LuiJH, WangX, KriegsteinAR (2012) OSVZ progenitors in the human cortex: An updated perspective on neurodevelopmental disease. Curr Opin Neurobiol 22: 747–753. 10.1016/j.conb.2012.03.00622487088PMC3402619

[bib24] ListerR, MukamelEA, NeryJR, UrichM, PuddifootCA, JohnsonND, LuceroJ, HuangY, DworkAJ, SchultzMD, (2013) Global epigenomic reconfiguration during mammalian brain development. Science 341: 1237905 10.1126/science.123790523828890PMC3785061

[bib25] LiuXS, WuH, JiX, StelzerY, WuX, CzaudernaS, ShuJ, DadonD, YoungRA, JaenischR (2016) Editing DNA methylation in the mammalian genome. Cell 167: 233–247 e217. 10.1016/j.cell.2016.08.05627662091PMC5062609

[bib26] LuF, LiuY, JiangL, YamaguchiS, ZhangY (2014) Role of Tet proteins in enhancer activity and telomere elongation. Genes Dev 28: 2103–2119. 10.1101/gad.248005.11425223896PMC4180973

[bib27] LuiJH, HansenDV, KriegsteinAR (2011) Development and evolution of the human neocortex. Cell 146: 18–36. 10.1016/j.cell.2011.06.03021729779PMC3610574

[bib28] LuoC, LancasterMA, CastanonR, NeryJR, KnoblichJA, EckerJR (2016) Cerebral organoids recapitulate epigenomic signatures of the human fetal brain. Cell Rep 17: 3369–3384. 10.1016/j.celrep.2016.12.00128009303PMC5495578

[bib29] MaederML, AngstmanJF, RichardsonME, LinderSJ, CascioVM, TsaiSQ, HoQH, SanderJD, ReyonD, BernsteinBE, (2013) Targeted DNA demethylation and activation of endogenous genes using programmable TALE-TET1 fusion proteins. Nat Biotechnol 31: 1137–1142. 10.1038/nbt.272624108092PMC3858462

[bib30] MaheEA, MadigouT, SerandourAA, BizotM, AvnerS, ChalmelF, PalierneG, MetivierR, SalbertG (2017) Cytosine modifications modulate the chromatin architecture of transcriptional enhancers. Genome Res 27: 947–958. 10.1101/gr.211466.11628396520PMC5453328

[bib31] MasserDR, StanfordDR, FreemanWM (2015) Targeted DNA methylation analysis by next-generation sequencing. J Vis Exp 10.3791/52488PMC435466725741966

[bib32] MoA, MukamelEA, DavisFP, LuoC, HenryGL, PicardS, UrichMA, NeryJR, SejnowskiTJ, ListerR, (2015) Epigenomic signatures of neuronal diversity in the mammalian brain. Neuron 86: 1369–1384. 10.1016/j.neuron.2015.05.01826087164PMC4499463

[bib33] MoritaS, NoguchiH, HoriiT, NakabayashiK, KimuraM, OkamuraK, SakaiA, NakashimaH, HataK, NakashimaK, (2016) Targeted DNA demethylation in vivo using dCas9-peptide repeat and scFv-TET1 catalytic domain fusions. Nat Biotechnol 34: 1060–1065. 10.1038/nbt.365827571369

[bib34] NguyenS, MeletisK, FuD, JhaveriS, JaenischR (2007) Ablation of de novo DNA methyltransferase Dnmt3a in the nervous system leads to neuromuscular defects and shortened lifespan. Dev Dyn 236: 1663–1676. 10.1002/dvdy.2117617477386

[bib35] OdaM, YamagiwaA, YamamotoS, NakayamaT, TsumuraA, SasakiH, NakaoK, LiE, OkanoM (2006) DNA methylation regulates long-range gene silencing of an X-linked homeobox gene cluster in a lineage-specific manner. Genes Dev 20: 3382–3394. 10.1101/gad.147090617182866PMC1698446

[bib36] PataskarA, JungJ, SmialowskiP, NoackF, CalegariF, StraubT, TiwariVK (2016) NeuroD1 reprograms chromatin and transcription factor landscapes to induce the neuronal program. EMBO J 35: 24–45. 10.15252/embj.20159120626516211PMC4718003

[bib37] RudenkoA, DawlatyMM, SeoJ, ChengAW, MengJ, LeT, FaullKF, JaenischR, TsaiLH (2013) Tet1 is critical for neuronal activity-regulated gene expression and memory extinction. Neuron 79: 1109–1122. 10.1016/j.neuron.2013.08.00324050401PMC4543319

[bib38] SardinaJL, CollombetS, TianTV, GomezA, Di StefanoB, BerenguerC, BrumbaughJ, StadhoudersR, Segura-MoralesC, GutM, (2018) Transcription factors drive Tet2-mediated enhancer demethylation to reprogram cell fate. Cell Stem Cell 23: 727–741 e729. 10.1016/j.stem.2018.08.01630220521

[bib39] SchubelerD (2015) Function and information content of DNA methylation. Nature 517: 321–326. 10.1038/nature1419225592537

[bib40] ShenY, YueF, McClearyDF, YeZ, EdsallL, KuanS, WagnerU, DixonJ, LeeL, LobanenkovVV, (2012) A map of the cis-regulatory sequences in the mouse genome. Nature 488: 116–120. 10.1038/nature1124322763441PMC4041622

[bib41] SmithDK, YangJ, LiuML, ZhangCL (2016) Small molecules modulate chromatin accessibility to promote NEUROG2-mediated fibroblast-to-neuron reprogramming. Stem Cell Reports 7: 955–969. 10.1016/j.stemcr.2016.09.01328157484PMC5106529

[bib42] SmithZD, MeissnerA (2013) DNA methylation: Roles in mammalian development. Nat Rev Genet 14: 204–220. 10.1038/nrg335423400093

[bib43] SongCX, SzulwachKE, FuY, DaiQ, YiC, LiX, LiY, ChenCH, ZhangW, JianX, (2011) Selective chemical labeling reveals the genome-wide distribution of 5-hydroxymethylcytosine. Nat Biotechnol 29: 68–72. 10.1038/nbt.173221151123PMC3107705

[bib44] SouthwellDG, NicholasCR, BasbaumAI, StrykerMP, KriegsteinAR, RubensteinJL, Alvarez-BuyllaA (2014) Interneurons from embryonic development to cell-based therapy. Science 344: 1240622 10.1126/science.124062224723614PMC4056344

[bib45] StadlerMB, MurrR, BurgerL, IvanekR, LienertF, ScholerA, van NimwegenE, WirbelauerC, OakeleyEJ, GaidatzisD, (2011) DNA-binding factors shape the mouse methylome at distal regulatory regions. Nature 480: 490–495. 10.1038/nature1071622170606

[bib46] StrickerSH, GötzM (2018) DNA-Methylation: Master or slave of neural fate decisions? Front Neurosci 12: 5 10.3389/fnins.2018.0000529449798PMC5799221

[bib47] TahilianiM, KohKP, ShenY, PastorWA, BandukwalaH, BrudnoY, AgarwalS, IyerLM, LiuDR, AravindL, (2009) Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science 324: 930–935. 10.1126/science.117011619372391PMC2715015

[bib48] TanL, XiongL, XuW, WuF, HuangN, XuY, KongL, ZhengL, SchwartzL, ShiY, (2013) Genome-wide comparison of DNA hydroxymethylation in mouse embryonic stem cells and neural progenitor cells by a new comparative hMeDIP-seq method. Nucleic Acids Res 41: e84 10.1093/nar/gkt09123408859PMC3627583

[bib49] TavernaE, GotzM, HuttnerWB (2014) The cell biology of neurogenesis: Toward an understanding of the development and evolution of the neocortex. Annu Rev Cell Dev Biol 30: 465–502. 10.1146/annurev-cellbio-101011-15580125000993

[bib50] VelascoS, IbrahimMM, KakumanuA, GariplerG, AydinB, Al-SayeghMA, HirsekornA, Abdul-RahmanF, SatijaR, OhlerU, (2017) A multi-step transcriptional and chromatin state cascade underlies motor neuron programming from embryonic stem cells. Cell Stem Cell 20: 205–217 e208. 10.1016/j.stem.2016.11.00627939218PMC5291817

[bib51] VojtaA, DobrinicP, TadicV, BockorL, KoracP, JulgB, KlasicM, ZoldosV (2016) Repurposing the CRISPR-Cas9 system for targeted DNA methylation. Nucleic Acids Res 44: 5615–5628. 10.1093/nar/gkw15926969735PMC4937303

[bib52] WenL, TangF (2014) Genomic distribution and possible functions of DNA hydroxymethylation in the brain. Genomics 104: 341–346. 10.1016/j.ygeno.2014.08.02025205307

[bib53] WuH, CoskunV, TaoJ, XieW, GeW, YoshikawaK, LiE, ZhangY, SunYE (2010) Dnmt3a-dependent nonpromoter DNA methylation facilitates transcription of neurogenic genes. Science 329: 444–448. 10.1126/science.119048520651149PMC3539760

[bib54] XinYJ, YuanB, YuB, WangYQ, WuJJ, ZhouWH, QiuZ (2015) Tet1-mediated DNA demethylation regulates neuronal cell death induced by oxidative stress. Sci Rep 5: 7645 10.1038/srep0895125561289PMC4284502

[bib55] YaoB, ChristianKM, HeC, JinP, MingGL, SongH (2016) Epigenetic mechanisms in neurogenesis. Nat Rev Neurosci 17: 537–549. 10.1038/nrn.2016.7027334043PMC5610421

[bib56] YinY, MorgunovaE, JolmaA, KaasinenE, SahuB, Khund-SayeedS, DasPK, KiviojaT, DaveK, ZhongF, (2017) Impact of cytosine methylation on DNA binding specificities of human transcription factors. Science 356: eaaj2239 10.1126/science.aaj223928473536PMC8009048

[bib57] ZhangRR, CuiQY, MuraiK, LimYC, SmithZD, JinS, YeP, RosaL, LeeYK, WuHP, (2013) Tet1 regulates adult hippocampal neurogenesis and cognition. Cell Stem Cell 13: 237–245. 10.1016/j.stem.2013.05.00623770080PMC4474382

[bib58] ZhuX, GirardoD, GovekEE, JohnK, MellenM, TamayoP, MesirovJP, HattenME (2016) Role of Tet1/3 genes and chromatin remodeling genes in cerebellar circuit formation. Neuron 89: 100–112. 10.1016/j.neuron.2015.11.03026711116PMC4707072

[bib59] ZillerMJ, EdriR, YaffeY, DonagheyJ, PopR, MallardW, IssnerR, GiffordCA, GorenA, XingJ, (2015) Dissecting neural differentiation regulatory networks through epigenetic footprinting. Nature 518: 355–359. 10.1038/nature1399025533951PMC4336237

# Supplementary material for: Assessment and site-specific manipulation of DNA (hydroxy-)methylation during mouse corticogenesis
**Source:** Life Sci Alliance. 2019 Feb 27;2(2):e201900331. doi: 10.26508/lsa.201900331
**Supplement:** Supplementary file 3

Table S1. Primers and gRNAs used in this study

| name | forward primer | reverse primer | Tm |
| --- | --- | --- | --- |
| BS_chr11:80480572-80480726 | TTTTTTATTTTTGTTGTTTTTATAGTGGTA | AAATCCAATCCTAAACTATACTCCTCC | 58°C |
| BS_chr2:35628200-35628427 | TTTTGGAGGTGAAGTTTGATATGA | ATCTAAAACAAATCCAAATTACCAATTT | 58°C |
| BS_chr10:121029488-121029712 | TGGAAGATAAGTTATGTAAGGTTTTT | TTCTTTTATACTTCTATCAATCTATCCTC | 55°C |
| BS_chr13:97246233-97246498 | TGATTTTATAATTAATAAATGGATTATGGT | AACAAAAAACTCTATATCTCCACCC | 58°C |
| BS_chr11:98333236-98333393 | AATTAGGGGGAAATTGGAATAGAG | CCTCTAAAAAACCTAAAAAAAACCAA | 58°C |
| BS_chr1:190161836-190162108 | GGGTTGTTTTTTGAAGAGTTGTTATATATA | CCCCAAAATTCAAAACAAAATATTA | 58°C |
| BS_chr16:89973866-89974252 | AAGGTTAGGTATTTGGGAATTTTTG | TACACAAACAAAAACAAATCTCCAC | 62°C |
| BS_chr6:125164858-125165171 | GGAAGTTTAAGTTTGGGAGATGATG | CCCAAAAAAACCTCAAAATCAAC | 62°C |
| BS_chr7:105777815-105778184 | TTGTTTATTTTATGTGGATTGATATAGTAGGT | CAAAAATAAAATAAATAAAACAAACCTA | 62°C |
| BS_chr7:105778370-105778731 | GTAAGATTGTTTATTGGGGTTTGAAA | CTTATTCTTCCACTTCTAACTCAACTAC | 62°C |
| offtarget#1_chr8:5994340-5994632 | TTGAGGGGTGATTTTGATAAAG | ACCACTCAAACAAAACAAACACTTTTA | 62°C |
| offtarget#2_chr11:85277228-85277728 | AGTGGAAAGATATAGTAGGTTTTGGG | CCAAACAAAAATAACAAATCACCCTA | 62°C |
| offtarget#3_chr4:10384632-10385132 | GTGTTAGTGTTTAGTTAGAATTTTGGGT | CTATCCCAAAATAACATATAAACTTCAC | 62°C |
| offtarget#4_chr3:65654161-65654661 | GGTTGGGATATAAAGTTAAAGAATTG | TAAAAATTACTAAAATCATTTCCCCAAA | 62°C |
| offtarget#5_chr1:36503230-36503426 | GTGGAATGAGATAGTTGGTTTTTGAAAG | CATCAAATCCCATTACAAATAATTAAATAC | 62°C |
| offtarget#6_chr8:99125976-99126211 | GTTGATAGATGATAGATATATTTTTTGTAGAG | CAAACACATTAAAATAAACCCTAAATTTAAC | 62°C |
| offtarget#7_chr4:139611562-139612002 | TTTTAGATTAAGGTTGAGAGGAGAA | CTCACTCAACAAAAATATAAATTAAAAACC | 62°C |
| offtarget#8_chr14:98847763-98847942 | TTTTGGGTATAATTTTGTTTGTTTTTTG | CACACCTAAATAATACCTATATAATATTTC | 62°C |
| offtarget#9_chr15:101550328-101550624 | GGGGTGATGTAGGTAGAAGATTTATAGG | CCACCTCTACCTCCCAAAATCATATC | 62°C |
| offtarget#10_chr13:62889156-62889301 | GGTTAGTTAGTTAGGTTAGTGTAATTAG | CTCCTTTCTTTCCTAATATCTATATAAC | 62°C |
| amplification of Tet1 and dTet1 | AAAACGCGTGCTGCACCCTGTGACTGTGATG | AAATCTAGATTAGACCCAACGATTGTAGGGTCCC | 62 °C |
| qPCR_Eef1a1 | ACAAGCGAACCATCGAAAAG | GTCTCGAATTTCCACAGGGA | 59°C |
| qPCR_Dchs1 | GGCCTGCCTCCTTTAGTCTC | TGTCAGCATCTGTGGCTGTT | 59°C |
| **name** | **gRNA#1** | **gRNA#2** |  |
| chr11:80480578-80480766 | TATTCTTGTTGCTTTTACAG | AAGAATACATCAACCCTTCA |  |
| chr2:35628229-35628358 | GAAATGGAAAAGCATAGTGA | AGGAATTTAAGGAGTCCCAC |  |
| chr13:97246240-97246462 | CACAACCAACAAATGGACCA | CTGGTTTCCCAGCACAGCTG |  |
| chr10:121029536-121029699 | ATTGGCTGAGCAAGGCAGAG | CTGTCAGTCTGTCCTCGAGT |  |
| chr7:105777824-105778152 | TTCATGTGGACTGACACAGC | CCCTATTCTCCTTTCTTTCC |  |
| offtarget (lacZ) Kalebic et al. 2016 | TGCGAATACGCCCACGCGAT | - |  |

# Supplementary material for: Assessment and site-specific manipulation of DNA (hydroxy-)methylation during mouse corticogenesis
**Source:** Life Sci Alliance. 2019 Feb 27;2(2):e201900331. doi: 10.26508/lsa.201900331
**Supplement:** Supplementary file 4

Table S2. Antibodies used in this study

| name | cat. number | company | dilution |
| --- | --- | --- | --- |
| Tbr2 | ab23345 | Abcam | 1:5001 |
| BrdU | ab6326 | Abcam | 1:5002 |
| GFP | 600-101-215 | Rockland | 1:500 |
| Cy3 anti rabbit | 711-165-152 | Jackson Immunoresearch | 1:750 |
| Cy5 anti rabbit | 711-175-152 | Jackson Immunoresearch | 1:750 |
| Cy3 anti rat | 712-165-153 | Jackson Immunoresearch | 1:750 |
| Alexa-488 anti goat | 711-545-152 | Jackson Immunoresearch | 1:750 |

1Requires antigen retrieval (60 min at 70°C 0.01 M sodium citrate pH 6).

2Requires antigen retrieval (25 min at 37°C 2 M HCL).

How the deposited data were processed for this re-analysis (not part of the article)

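Cells of the E14.5 mouse cortex sorted into PP, DP, and neurons were profiled by MeDIP for 5mC and by hMeDIP for 5hmC. The series lists 12 samples, 6 IP and 6 input, an IP and an input for each cell type and mark, and its labels do not separate the 3 biological replicates that the paper states for each cell type. The authors aligned single reads to mm10 with BWA v0.7.8, called peaks with SICER v1.1, merged the peaks found in all replicates of each cell type, and left out peaks overlapping repeats. The authors compared cell types in DiffBind v2.6 with TMM and edgeR, and the peaks were annotated to the nearest TSS with HOMER v4.7.

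The authors' level columns hold log2 of the mean normalized read level of a peak in each cell type, averaged over replicates before deposition. Their fold columns hold log2 of the earlier over the later cell type for each pair of cell types, and their sign was turned so that a gain is positive. The deposited p-value columns hold the unadjusted p-values of the authors for the same pairs. The expression columns hold an expression score per cell type that the authors took from their earlier RNA-seq study and whose scale the tables do not name, and the distance column holds a score in bp from the peak to the TSS as annotated by the authors. The deposited expression changes are log2 of the later over the earlier cell type, with adjusted p-values (q-values) by the authors. The tables hold no counts, no levels per replicate, and no input signal. The depth per sample behind the values is therefore unknown from them, and confidence intervals of ratios of counts cover counting error only.

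All 55085 rows of 5mC and 47478 rows of 5hmC were used, and no row was filtered. A locus was called changed at an authors' p below 0.05 and an absolute log2 fold of at least 0.58, a change of at least 1.5-fold. Where a table gives several genes under a single symbol, as for 7SK, U6, and 5S_rRNA, the expression values of the first row of that symbol were used. Peaks of both marks were paired when they overlapped by at least 1 bp. Lists of loci were compared with 10000 random lists of shared peaks of the same size, drawn from 10 strata of the level of the other mark, and lists of genes with 10000 random lists drawn from 10 strata of mean expression. The two-sided p-value was the doubled share of lists at least as extreme, with the list itself included. Calls at shared peaks and positions relative to genes were compared with Fisher's exact test, and p-values were adjusted by the Benjamini-Hochberg method over the tests of a family. Rank correlations across shared peaks were computed as Spearman's rho without a p-value, since peaks are not independent replicates. The exact tests and the random lists treat peaks or genes as independent, so their p-values are subject to the same limit. Numbers were computed with python 3.11.15, pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Gene coordinates came from a RefSeq annotation of GRCm38.p6, the assembly called mm10.

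Named genes followed a rule. They were a fixed list of genes that the paper names for their loci or expression in its text or, for control genes, in Fig S1C and D, of which 35 of 41 had a peak apart from 10 Wnt genes, the loci of Table S1, and for each mark, transition and direction the 2 loci with the smallest authors' p-value. A gene with several peaks was given by the peak with the smallest p-value in the transition concerned. Control genes were given by their highest peak, and Dchs1 and Emx1 also by overlapping peaks of both marks.

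The steps were tested on simulated data. Of 200 simulated changed loci among 20000, all 200 were called at an unadjusted p and 188 at an adjusted p, and of 19800 unchanged loci 975 and 7 were called. All of 1000 simulated overlaps were found. Of 40 gene lists without a shift 3 were called, and of 40 lists with a shift of 0.2 on the log2 scale 39 were called.

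Alternatives were a p below 0.01, an adjusted p below 0.05, other fold minimums, the difference of mean levels in place of the fold, peaks with high levels, autosomes only, other overlaps, unmatched lists, other gene and distance filters, a TSS window of 5 kb, and a background matched on level. Enhancers, gene ontology, motifs, sequence content, ChIP-seq profiles, bisulfite amplicons, and the experiments with dCas9 were not analysed here.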

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

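The tests of chance by adjusted p-values and by the opposite direction, with their limits, were chosen only after the result was seen, and the test of the direction in both transitions was chosen before.

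The paper counts changed loci between successive cell types. It gives no count for the third pair in the deposited tables, PP against neurons. Of 3238 loci with less 5mC in neurons than in PP, 1161 (35.9%) were called in neither transition, nearest to 1033 genes. Of 8189 loci with more 5hmC in neurons than in PP, 2172 (26.5%) were called in neither transition, nearest to 1737 genes. These loci drew attention because they lie outside the lists that the paper discusses.

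The loci called in neither transition could be calls made by chance at an unadjusted p. Of the 1161 5mC loci, 26 (2.24%) had an adjusted p below 0.05, so that few of them stand out singly. As a set they were 1.81 times as many as the 642 loci with more 5mC in neurons that were called in neither transition, whereas chance would give about as many in both directions. Of the 2172 5hmC loci, 815 (37.5%) had an adjusted p below 0.05, which goes against chance. They were 1.27 times as many as the 1707 loci of the opposite direction called in neither transition (95% interval from 1.19 to 1.36, counting error only). The ratio was short of the limit of 1.5 times. The interval leaves out equal numbers, which argues against chance as the source of the whole set. Chance is not excluded for part of the loci of either mark.

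A second candidate explanation is a small change in each transition that neither transition alone passes. Of these loci, 98.4% in 5mC and 98.6% in 5hmC changed in that direction in both transitions, against 16.2% and 11.8% of the peaks without a call. The median 5mC change was -0.41 from PP to DP and -0.56 from DP to neurons, and the median 5hmC change 0.46 and 0.52. A large total change with no large step all but fixes this outcome in advance, so the pattern cannot be told apart from a change in a single transition that was missed for lack of power. A difference in depth between cell types was not tested, since the tables hold no counts.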

How the results depend on the processing

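The alternatives were chosen before the data were examined, and none was added afterwards. Of 201 values of 44 main results, 116 kept their direction and side of the threshold or moved little, 6 were no longer past the threshold, 8 newly passed it, 12 changed direction, and 59 counts or ratios moved. For 182 single loci, 459 of 546 calls held and 87 did not. The cause was not tested for any change given below.

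Counts and ratios moved most with the stringency of the call. At an adjusted p below 0.05, 636 gained and 24 lost 5hmC loci were left from PP to DP (ratio of 26.5) and 2256 and 228 from DP to neurons (9.89). For 5mC, 13 lost and 2 gained loci were left from PP to DP (6.50) and 515 and 27 from DP to neurons (19.1), in all 3534 loci and 2333 genes. At a p below 0.01 there were 1565 gained and 188 lost 5hmC loci (8.32) and then 3227 and 538 (6.00), and 365 lost and 227 gained 5mC loci (1.61) and then 1325 and 229 (5.79), in all 7014 loci and 3957 genes.

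With a log2 fold of at least 1, lost 5hmC loci were 245 and 650 in the successive transitions, lost 5mC loci 516 and 1697, and gained 5mC loci 334 and 348, in all 8320 loci and 4562 genes. The 5hmC ratios were then 8.90 and 5.42 and the 5mC ratios 1.54 and 4.88. When a 50% loss was read as a halved level while a 50% gain stayed 1.5-fold, 245 and 650 loci lost 5hmC and 516 and 1697 lost 5mC. The 5hmC ratios were 12.26 and 8.06 and the 5mC ratios 0.575 and 1.67, so that 5mC-gain loci outnumbered 5mC-loss loci from PP to DP under this reading. Among peaks at or above the median level, 1022 gained and 565 lost 5hmC from PP to DP (1.81), 1044 lost it from DP to neurons (ratio of 3.57), 458 lost and 394 gained 5mC from PP to DP (1.16), and 1105 lost and 431 gained it from DP to neurons, in all 8320 loci, a number equal to the one above by coincidence. With the difference of mean levels, the 5mC ratio from DP to neurons was 3.24, and the PP-DP results could not move since level difference and fold are equal there. Results on autosomes only (24 values) and without a fold minimum (14 values) all kept their direction and moved by less than the limit of 1.5 times.

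The medians of the other mark at 5hmC-gain and 5mC-loss loci, their odds ratios and rho held under each alternative run. The converse results rest on few loci and were less stable. At a p below 0.01, the median 5mC change at 5hmC-loss loci from PP to DP was -0.035 and the median 5hmC change at 5mC-gain loci from DP to neurons 0.13, neither apart from matched lists, and the odds ratios of the converse calls were 0 and 0, from no shared call where 0.0847 and 0.175 would coincide by chance, so that a count of 0 shows little either way. Between PP and neurons the converse calls likewise went from 8 to 0 shared calls, where 0.327 would coincide by chance. With an overlap of at least 50% of each peak, the former median was -0.0027, no longer apart, and the converse odds ratios were 0 from PP to DP and 0.819 from DP to neurons. Between PP and neurons the converse result held with that overlap. There were 7 shared calls where 1.78 would coincide by chance (odds ratio of 4.42, Fisher's exact test, p = 0.0019). Keeping a single pair per 5hmC peak (10 values) or unmatched lists (4 values) changed no direction and no side of the threshold. The values themselves moved with unmatched lists. For the 5hmC change at 5mC-loss loci from DP to neurons, the median of the lists went from 0.39 to 0.24.

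For expression, genes near 5hmC-gain loci from PP to DP were no longer above matched lists when the loci lay outside genes and more than 10 kb from the TSS (median of 0.010). The change of genes near 5hmC-loss loci from PP to DP, not past the threshold in any setting, changed direction relative to its lists with loci outside genes (-0.039), with each locus counted once (-0.0036), at a p below 0.01 (-0.028), and with lists matched on the number of peaks (0.0084). Genes near 5mC-gain loci from DP to neurons passed the threshold with lists matched on the number of peaks (-0.056, p = 0.0328), each locus counted once (-0.073, p = 0.002), a mean expression of at least 50 (-0.039, p = 0.032), loci within 10 kb or inside the gene (-0.072, p = 0.0376), and a p below 0.01 (-0.20, p = 0.004), all by permutation.

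For positions, a background matched on level left the odds ratio of 5hmC-gain loci from PP to DP within 2 kb of the TSS at 0.814, no longer past the threshold, moved that of 5mC-loss loci from DP to neurons to 0.762, past it, and turned the latter's odds ratio inside genes to 1.02. With a TSS window of 5 kb, the odds ratio of 5hmC-gain loci from PP to DP was 0.902 and no longer past the threshold, those of 5mC-loss loci were 0.811 and 0.759 in the successive transitions and passed it, and those of 5hmC-loss loci were 1.16 and 0.968, in the opposite direction.

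The alternatives for sequence content were not run, since no genome sequence was used here. No paired analysis was possible because the tables hold a single mean per cell type, and for the same reason no replicate was left out. The depth of the libraries is unknown from the tables, which limits every count of changed loci.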

Differences from the paper's values

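The paper's number of 5mC-loss loci from PP to DP is 1927 and its number of 5mC-gain loci is 1475, whereas the deposited table of 5mC gave 1225 and 897. For 5hmC in the same transition, the paper gives 4757 gained and 1611 lost loci, and the deposited table gave 3003 and 893. From DP to neurons, the paper's number of 5hmC-loss loci is printed as 3.043, against 1.815 here in the same notation (1815 loci). The paper's total is 25000 loci and 11000 genes, and here it was 14738 loci and 6900 genes, or 16759 when each call is counted.

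Of the values shown only in figures, the paper's volcano plots hold about 260000 peaks of 5mC and about 250000 peaks of 5hmC in Fig 2A, read by eye, against 55085 and 47478 rows in the tables. The number of genes nearest to 5mC-loss and 5mC-gain loci from PP to DP was about 1700 and about 1400 in Fig 2A, read by eye, against 1115 and 847 here. For 5hmC-loss loci it was about 1500 from PP to DP and about 2500 from DP to neurons in Fig 2A, read by eye, against 843 and 1602 here.

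None of the alternatives set before the data were examined closed any of these gaps. Dropping the fold minimum came closest, with 1236 lost and 907 gained 5mC loci and 3018 gained and 924 lost 5hmC loci from PP to DP, 1.845 in the same notation for lost 5hmC loci from DP to neurons, and 14889 loci and 6940 genes in all. For the number of peaks no alternative was set. No setting with more peaks was run.

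The paper lists Prox1, Eomes, Dll3, and Tubb3 among genes with 5mC-loss and 5hmC-gain. Of the peaks assigned to Prox1 in the authors' deposited table, none gained 5hmC from PP to DP (smallest p = 0.259) or from DP to neurons. In the latter transition the peak with the smallest p fell by 0.93. A 5hmC peak assigned to Gm17566, from 190161974 to 190162082 on chromosome 1, gained 1.00 from PP to DP (p = 0.0356) in the authors' deposited table. A peak starting at 190181126 lies 10543 bp upstream of Prox1, so the Gm17566 peak is near Prox1 too. A difference from the paper is therefore not shown for Prox1. The 5mC-loss of Eomes and Dll3 was called from DP to neurons only, at -0.99 and -1.82, and both changes of Tubb3 were called in that transition only, in the authors' deposited table.

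The paper names Nanog, Shh, Numb, and Pou3f2 as genes that gained 5mC and fell in expression from PP to DP. In the authors' deposited table the 5mC changes were 0.67 for Nanog (p = 0.0722) and 0.064 for Numb (p = 0.975), short of the threshold, and Pou3f2 had no row. Shh did gain 5mC (1.38, p = 0.0021) in the authors' deposited table, and the expression value of Nanog fell from 23.6 to 10.6 (authors' adjusted p = 0.0574). The expression value of Numb went from 2225.2 in PP to 2376.8 in DP, and that of Shh was 0.4 and 0.3.

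The paper shows Ftl1 as high in 5hmC, Arl11 as low in 5hmC, and Actb and Gapdh as low in 5mC (Fig S1C and D). Here the highest 5hmC peak nearest to Ftl1 stood above 16.4% of the 5hmC peaks, and that of Arl11, 21052 bp upstream, above 96.2%. The highest 5mC peaks nearest to Actb and Gapdh stood above 59.0% and 94.9% of the 5mC peaks, the latter 7769 bp from the TSS. These ranks are among peaks only and over the mean of the cell types.

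The paper reports no relation to expression at 5mC-gain loci. Here the genes nearest to 5mC-gain loci from DP to neurons had a median change of -0.056, which was not past the threshold (permutation p = 0.0878), and -0.20 when the loci were called at a p below 0.01, which was past it (permutation p = 0.004).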

Other observations

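The ratios of persistence and their limits, the share of high p-values, and the ratio of counts for transient 5hmC were chosen as tests only after the results were seen. The comparison lists for transient 5hmC were added after its 5mC value was known, and the remaining tests were chosen before their results.

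The 5mC-gain loci of both transitions were fewer than an even spread of p-values would pass. So were the 5mC-loss and 5hmC-loss loci from PP to DP. Loci of all these lists may be calls made by chance at an unadjusted p. Among 50000 simulated peaks without a difference and with equal error in each cell type, the median PP-neuron change at called loci was 0.527 times the median change in the transition, and 0.528 times at a p below 0.01. The ratio of the median PP-neuron change to the median change in the transition was 0.552 for 5mC-gain loci from PP to DP and 0.612 at a p below 0.01, 0.487 and 0.470 for those from DP to neurons, and 0.626 and 0.546 for 5hmC-loss loci from PP to DP. For 5hmC-loss loci from DP to neurons, which were more than an even spread passes, it was 0.769 and 0.724, which leaves the question open. For 5mC-loss loci from PP to DP the ratio was 0.645 and 0.738. For comparison, it was 0.946 and 1.05 for 5mC-loss loci from DP to neurons, and 1.56 and 1.43 for 5hmC-gain loci of the successive transitions. A change that is partly reverted gives a low ratio as well, so the test does not separate it from chance, and it does not set the 5mC-loss loci from PP to DP apart from the converse loci. Among shared peaks, however, 96 of those 5mC-loss calls coincided with 5hmC-gain where 34.0 would by chance. 5mC-gain and 5hmC-loss calls coincided at 1 peak from PP to DP and 2 from DP to neurons, where 0.938 and 1.83 would by chance. At 88 5mC-gain loci from DP to neurons the median 5hmC change was -0.084 against 0.15, with 0 of 10000 matched lists as low. At 76 5hmC-loss loci from PP to DP the median 5mC change was 0.054 against -0.047 (permutation p = 0.0164). At a p below 0.01 neither median stood apart from its lists.

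The p-values could also be more conservative than an even spread, which would lower all counts. Above 0.5 lay 56.6% of the 5mC p-values from PP to DP, 52.8% from DP to neurons, and 50.5% of the 5hmC p-values from PP to DP, the last barely above 50%. For 5hmC from DP to neurons it was 40.7%, where the many changed loci take up the low p-values. Both explanations remain for 5mC, and the number of calls expected by chance is then lower than an even spread gives.

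On the X chromosome the prevailing direction was exchanged for 5hmC in both transitions and for 5mC from DP to neurons. It was not for 5mC from PP to DP, with 16 lost and 6 gained loci. From DP to neurons 6 of its 799 5mC peaks lost and 33 gained 5mC, and 16 of its 1009 5hmC peaks gained and 27 lost 5hmC. A different number of X copies between the sorted pools could shift both marks alike. The median change of X peaks minus that of autosomal peaks was 0.11 in 5mC and -0.11 in 5hmC, in opposite directions, which goes against it for this transition. From PP to DP it was -0.017 in 5mC and -0.13 in 5hmC, of unequal size but not of opposite sign, so that the argument does not extend to the PP-DP transition. Lower levels of X peaks could make calls rarer, yet 0 of 10000 lists of autosomal peaks matched on level held as few 5mC-loss calls (median of 41) and 0 of 10000 held as few 5hmC-gain calls (median of 87). From PP to DP, X peaks held 36 5hmC-loss calls and 9 5hmC-gain calls, the latter against a median of 51 in matched lists, whereas their 16 5mC-loss calls against 19 were not few (3103 lists as low). The sex of the embryos and X inactivation were not tested, and the pattern is a hypothesis of a different course on this chromosome.

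At 138 loci 5hmC was gained in DP and lost again in neurons. Such loci may be peaks whose DP level was misjudged by chance. Loci lost in DP and regained in neurons were 123, a ratio of 1.12, which is what misjudgement would give. At the 24 (17.4%) that overlap a 5mC peak, the median 5mC change from PP to neurons was -1.89 against -0.26 in lists matched on 5mC level (0 of 10000 lists as low), and 13 of them were called 5mC-loss. At 23 loci of the opposite course it was -0.11 against -0.16 (permutation p = 0.644), and at 434 loci gained in both transitions -0.88 against -0.18. The genes nearest to the 138 loci rose from PP to DP by a median of 0.093, with 125 of 10000 matched lists as high (permutation p = 0.0252, 0.0378 adjusted over 6 tests), and changed by 0.056 from DP to neurons (permutation p = 0.670). Expression does not single out this course, since genes near loci lost and regained rose from DP to neurons by 0.31 (permutation p = 0.0054, 0.0108 adjusted). The counts cannot be told apart from chance, while the 5mC of the 24 loci goes against it. A candidate explanation, found and tested on the same data, is that at part of these loci 5hmC is an intermediate that is removed by the time 5mC is lost. An example chosen after its values were seen is the peak of Emx1 on chromosome 6 from 85220085 to 85220241, with 5hmC levels of 4.28, 5.98, and 4.53 and 5mC levels of 5.77, 4.43, and 1.28 in PP, DP, and neurons. Whether the courses differ from each other was not tested directly.

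The deposited tables hold fewer peaks than the volcano plots of the paper. A candidate explanation is that rows were kept only where the nearest gene has an expression value, since no row lacks one. Protein-coding genes named in neither table held 0.317 times as many 5mC peaks per Mb in their bodies as named genes (13.0 against 41.1) and 0.268 times as many 5hmC peaks (8.18 against 30.6). Named genes were those with a peak nearby, which by itself lowers the density in the others, so the test leaves the explanation open.

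A candidate explanation of the expression result is that genes with several peaks are long and are up-regulated whatever their 5hmC. With lists matched on expression and on the number of peaks per gene, 0 of 10000 lists reached the median of the genes nearest to 5hmC-gain loci from PP to DP, which goes against this explanation. Gene length itself was not matched.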
